# METTL3-mediated chromatin contacts promote stress granule phase separation through metabolic reprogramming during senescence

**DOI:** 10.1038/s41467-024-49745-5

**Published:** 2024-06-26

**Authors:** Chen Wang, Hideki Tanizawa, Connor Hill, Aaron Havas, Qiang Zhang, Liping Liao, Xue Hao, Xue Lei, Lu Wang, Hao Nie, Yuan Qi, Bin Tian, Alessandro Gardini, Andrew V. Kossenkov, Aaron Goldman, Shelley L. Berger, Ken-ichi Noma, Peter D. Adams, Rugang Zhang

**Keywords:** Senescence, Chromatin, RNA

## Abstract

METTL3 is the catalytic subunit of the methyltransferase complex, which mediates m^6^A modification to regulate gene expression. In addition, METTL3 regulates transcription in an enzymatic activity-independent manner by driving changes in high-order chromatin structure. However, how these functions of the methyltransferase complex are coordinated remains unknown. Here we show that the methyltransferase complex coordinates its enzymatic activity-dependent and independent functions to regulate cellular senescence, a state of stable cell growth arrest. Specifically, METTL3-mediated chromatin loops induce Hexokinase 2 expression through the three-dimensional chromatin organization during senescence. Elevated Hexokinase 2 expression subsequently promotes liquid-liquid phase separation, manifesting as stress granule phase separation, by driving metabolic reprogramming. This correlates with an impairment of translation of cell-cycle related mRNAs harboring polymethylated m^6^A sites. In summary, our results report a coordination of m^6^A-dependent and -independent function of the methyltransferase complex in regulating senescence through phase separation driven by metabolic reprogramming.

## Abstract (web summary)

Here, the authors report that METTL3 orchestrates cellular senescence by coordinating its enzymatic activity-dependent and independent functions. METTL3-mediated chromatin loops induce phase separation via metabolic reprogramming.

## Introduction

Cellular senescence is a stress response that is characterized by a stable cell growth arrest^1^. Senescence can be induced by triggers such as activation of certain oncogenes like RAS^1^. The stable growth arrest of senescent cells is accompanied by downregulation of cell cycle-promoting genes^2^. However senescent cells are metabolically active as exemplified by secretion of chemokines and cytokines, known as the senescence-associated secretion phenotype (SASP)^3,4^. These coordinated senescent alterations are essential for maintaining cellular homeostasis and facilitating physiological functions^5^.

The catalytic methyltransferase-like 3 (METTL3) and the associated METTL14 are the core subunits of the methyltransferase complex (MTC) that mediates the RNA *N*^6^-methyladenosine (m^6^A) modification^6^. m^6^A modification regulates gene expression in several different ways, including facilitating a liquid–liquid phase separation (LLPS)^7–9^. In addition, MTC regulates gene transcription in a m^6^A-independent manner through three-dimensional (3D) chromatin organization^10^. However, how these functions of MTC are coordinated at the molecular level remain unknown.

3D chromatin organization such as chromatin loops plays an important role in gene transcription^11^. For example, studies have demonstrated that physical convergence of enhancer and promoter activates gene transcription^12–14^. Interestingly, a genome-wide redistribution of the MTC promotes the expression of SASP genes^10^. Specifically, METTL3 is predominantly redistributed to pre-existing NFκB sites within the promoters of SASP genes. Although METTL3’s localization to the enhancers is also increased, METTL14 is preferentially redistributed to these sites. Nevertheless, direct evidence of whether MTC affects 3D chromatin organization and its functional impact during senescence remains poorly understood.

Here we show that the MTC complex coordinates the senescence phenotypes by integrating its enzymatic activity-dependent and -independent functions. Specifically, METTL3-mediated chromatin loops induce Hexokinase 2 (HK2) expression independently of m^6^A modification, subsequently promoting phase separation in the form of stress granules during senescence. This phase separation inhibits the translation of cell-cycle related polymethylated m^6^A mRNAs, which contributes to senescence-associated stable growth arrest by preventing the death of senescent cells.

## Results

### Chromatin contacts promote MTC-regulated metabolic genes during senescence

To map genome-wide changes in chromatin interaction during senescence, we conducted H3K27Ac HiChIP analysis in control and senescent primary human lung fibroblasts IMR90 cells induced by an inducible oncogenic RAS (Fig. 1a and Supplementary Fig. 1a, b)^15^. The analysis revealed an overall decrease in the number of intra-chromosomal interactions in senescent compared with control cells (Supplementary Fig. 1c). To determine the potential role of MTC in the observed changes, we knocked down METTL3 or METTL14 in senescent cells (Supplementary Fig. 1d). Notably, knockdown of either METTL3 or METTL14 increased the number of interactions determined by H3K27Ac HiChIP analysis (Supplementary Fig. 1d). This suggests that MTC contributes to the observed decrease in chromatin contacts at a global level during senescence. We also classified the chromatin contacts into short-distance (<5Kb), medium-distance (5kb-2Mb), and long-distance (>2 Mb) categories. We found a decline in medium-distance interactions in senescence, which was largely rescued by knockdown of either METTL3 or METTL14 (Supplementary Fig. 1e and Supplementary Table 1).

**Fig. 1:**
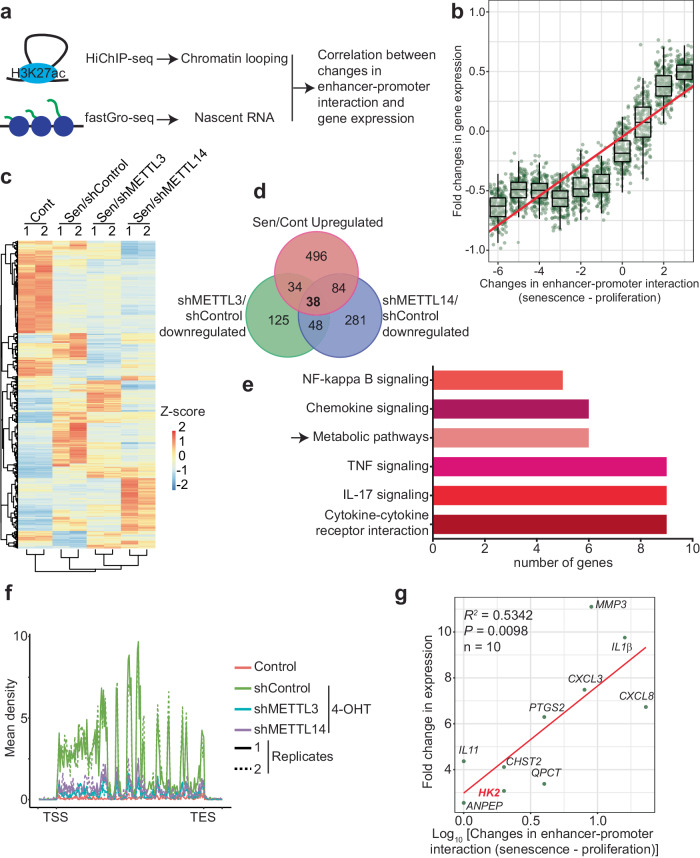
Chromatin contacts promote MTC-regulated genes during senescence. **a** Schematic diagram showing genomic approaches employed: HiChIP-seq for monitor chromatin looping and fastGRO-seq for tracking nascent RNA transcription. **b** Pearson correlation between differences in chromatin contact numbers and alterations in nascent transcription in senescent cells relative to proliferating cells. *n* = 2 biologically independent fastGRO-seq experiments. The bottom and top edges of the box plot respectively represent the 25th and 75th percentiles, while the center refers to the median values of fold changes in gene expression. The whiskers extend to the minimum and maximum values within 1st and 99th percentiles range, respectively. **c** Heatmap showing profiles of nascent RNA transcription in proliferating and senescent cells with or without knockdown (KD) of METTL3 or METTL14. **d** Venn diagram showing overlapping of genes under indicated conditions. **e** KEGG pathway enrichment analysis showing enriched 40 genes depicted in (**d**) with pathways associated with SASP and metabolic process. **f** Mean density profiles of fastGRO reads for metabolic genes under indicated conditions. **g** Pearson correlation coefficient of 10 MTC-regulated genes exhibiting enhanced chromatin contacts was calculated between changes in chromatin contacts and differences in nascent transcription. *P* value was calculated using two-sided Pearson r analysis.

We next determined whether alterations in chromatin contacts correlated with changes in transcription during senescence. Toward this goal, we performed fast global run-on sequencing (fastGRO-seq) to profile global nascent RNA transcription in proliferating and senescent cells (Fig. 1a)^16^. Indeed, there is a positive correlation between changes in chromatin contacts and gene transcription during senescence (Fig. 1b). This is particularly evident for those upregulated genes with increased chromatin contacts (Fig. 1b). Accordingly, we focused on the genes that are upregulated during senescence but downregulated upon knockdown of METTL3 or METTL14 (Fig. 1c, d). 

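Nascent RNA was profiled in IMR90 cells, primary human lung fibroblasts, that carried an inducible oncogenic RAS (ER:RAS) and entered senescence when 4-hydroxytamoxifen (4-OHT) activated RAS. In fastGRO-seq, polymerases in isolated nuclei extend the RNA they were already making in the presence of 4-thio-UTP, and the labeled RNA is biotinylated, captured and sequenced, so that the reads report ongoing transcription rather than stored mRNA. The 4 groups were control cells and cells treated with 100 nM 4-OHT, harvested on day 6, that carried shControl, shMETTL3 or shMETTL14. Each group had 2 libraries. The control cells are labeled without an shRNA, so senescence and shRNA infection go together in the comparison of senescent shControl with control cells. The authors aligned the reads to hg19 and counted them with HOMER over whole gene bodies, introns included, and the values used here are their raw counts for 27945 genes. The total count was 18494186 and 18781376 in the control libraries, 20306299 and 19976761 with shControl, 15688334 and 14897360 with shMETTL3, and 17230672 and 18074200 with shMETTL14. Between 86.2% and 92.5% of each total lay in 21 rows of ribosomal RNA genes, where overlapping rows count the same read more than once. Outside these rows the libraries held 1513930 to 2048475 counts, with group medians of 1883633 in control cells, 1545554 with shControl, 1935380 with shMETTL3 and 1615599 with shMETTL14. The counts did not separate the DNA strands. In all 299 pairs in which a gene with at least 100 counts lay inside another gene on the opposite strand, the outer gene had no fewer counts than the inner gene in any library, so genes that overlap share reads.
The Drosophila spike-in that the paper used to scale its tracks was not used here, so fold changes are relative to the other genes of the same library. Differential transcription was tested with edgeR's quasi-likelihood test in a single fit to all 8 libraries, with TMM normalization, over the 12844 genes that passed its filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The biological coefficient of variation over these genes was 10.6%. The variance between replicates was 1.95 times the sampling noise in control cells, 1.77 times with shControl, 7.25 times with shMETTL3 and 3.57 times with shMETTL14, so no pair was a single library counted again. In a principal component analysis of log2 counts, the first component held 47.7% of the variance and placed the control libraries at 88.7 and 87.4, the shControl libraries at -13.5 and 2.78, the shMETTL3 libraries at -35.5 and -46.8 and the shMETTL14 libraries at -41.5 and -41.6.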

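The targeted genes were examined first. Their reads report transcription rather than stored mRNA or protein, so the values do not measure how well the knockdowns worked. For its knockdowns the paper refers to a western blot. METTL3 had 77 and 47 counts in the senescent shControl libraries and 16 and 19 with shMETTL3, a log2 fold change of -2.04 (standard error 0.31, adjusted p = 1.8e-05, edgeR's quasi-likelihood test). METTL3 shares 7.90% of its span with TOX4 on the opposite strand. METTL14 had 24 and 28 counts with shControl and 18 and 14 with shMETTL14, a log2 fold change of -0.86 (standard error 0.34, adjusted p = 0.076, edgeR) that did not pass the threshold at this depth. Its counts were 60 and 55 in control cells, and the fall in senescent shControl cells was -0.76 on the log2 scale (standard error 0.28, adjusted p = 0.047, edgeR), with adjusted p-values from 0.00054 to 0.22 over the alternatives, the highest with DESeq2's Wald test.
In senescent shControl against control cells, 1711 genes were higher and 1702 lower. METTL3 knockdown lowered 1434 genes and raised 1574 relative to shControl, and METTL14 knockdown lowered 1545 and raised 1175. Of these 6 counts, the one that moved furthest as a ratio over the alternatives was that of genes lower after METTL3 knockdown, which was 353 with library size alone in place of TMM. Under that setting 752 genes were higher and 5015 lower in senescence. Among called genes with a mean of at least 100 counts that changed the same way in every pairing of libraries, the largest fitted rises in senescence were those of MMP3, CSF3 and IL1B. They were at least 2390-fold for MMP3, at least 118-fold for CSF3 and at least 947-fold for IL1B, each against at most 3 counts in both control libraries. The largest falls in senescence were those of CLDN11 (-2.58), SGCZ (-2.37) and MRVI1 (-2.28) on the log2 scale. After METTL3 knockdown, MMP3 (-5.18), CXCL5 (-4.17) and CEMIP (-3.78) fell most, and SP140 (2.74), INSC (2.49) and HS3ST3A1 (2.37) rose most. After METTL14 knockdown, CXCL5 (-5.30), CEMIP (-3.72) and TOX (-3.57) fell most, and PDE7B (3.19), SLIT2 (2.81) and LOC644135 (2.76) rose most. Some of these genes share reads with a neighbor on the opposite strand: LOC644135 lies wholly inside PDE7B, MMP3 shares 12.3% of its span with WTAPP1, MRVI1 shares 22.2% with MRVI1-AS1 and CEMIP shares 2.52% with MESD. The falls of CXCL5 and CEMIP after METTL14 knockdown differed between the replicates, at -6.15 and -4.82 without replicate 2 and -4.78 and -3.10 without replicate 1. The fall of MRVI1 in senescence, with 28 and 77 counts with shControl, was -3.12 without senescent shControl replicate 2 and -1.75 without replicate 1.
Of the genes higher in senescence, 430 were lower after METTL3 knockdown, 494 after METTL14 knockdown and 200 after both, or 11.7% of the 1711. The comparisons share the senescent shControl libraries, so the count was set beside 50 simulated data sets in which the knockdowns had no effect. The largest simulated count was 1, but in those data sets at most 3 genes passed the adjusted threshold after METTL3 knockdown. At an unadjusted p below 0.05 in all 3 comparisons there were 308 such genes against at most 41 simulated. After METTL3 knockdown 85 of the 200 genes were still higher than in control cells, and after METTL14 knockdown 74 were.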

The analysis identified a list of 38 genes (Supplementary Table 2). 

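All 38 genes of Supplementary Table 2 passed the threshold in the 3 comparisons in the stated directions, over all genes tested and also adjusted over the list alone. The study chose the list on these libraries, so neither result is independent evidence. For each of the 38, both senescent shControl libraries lay above both control libraries and above all knockdown libraries. The depth behind them differed widely, with mean raw counts in senescent shControl cells from 25.5 to 5483 and 14 genes under 100. The median log2 fold change in senescence was 4.75. As 12 of the genes had at most 3 counts in both control libraries, their folds are lower bounds, and with these bounds in place the median was 3.85. The smallest rise was 1.21 for SQOR, and the largest outside the bounds was 9.05 for CXCL5. After METTL3 knockdown the median was -2.47, with the smallest fall for TMEM132A (-1.05), and after METTL14 knockdown it was -2.37, with the smallest fall for CHST2 (-1.08). With library size alone in place of TMM the medians were -1.86 and -2.02, and 37 of the 38 passed in all 3 comparisons.
Part of the rise was left after knockdown. Relative to control cells, 27 of the 38 genes were still higher after METTL3 knockdown and 3 were lower (edgeR, same threshold), with a median log2 fold change of 2.31, or 1.74 with lower bounds in place. After METTL14 knockdown 29 were higher and 2 lower, with medians of 2.61 and 1.44. The median share of the linear rise left was 11.8% after METTL3 knockdown and 13.1% after METTL14 knockdown. A direct test between the knockdowns called 7 of the 38 genes higher and 7 lower after METTL14 than after METTL3 knockdown. SNORA86 lies wholly inside ITGB1, PRKG2 shares 22.3% of its span with LOC101928942, and FGF2 and NUDT6 share 5592 bases, which is 7.82% of FGF2 and 18.4% of NUDT6. In the 33 genes that share under 5% of their span, the medians after knockdown were -2.51 and -2.41.

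**Figure D1:**
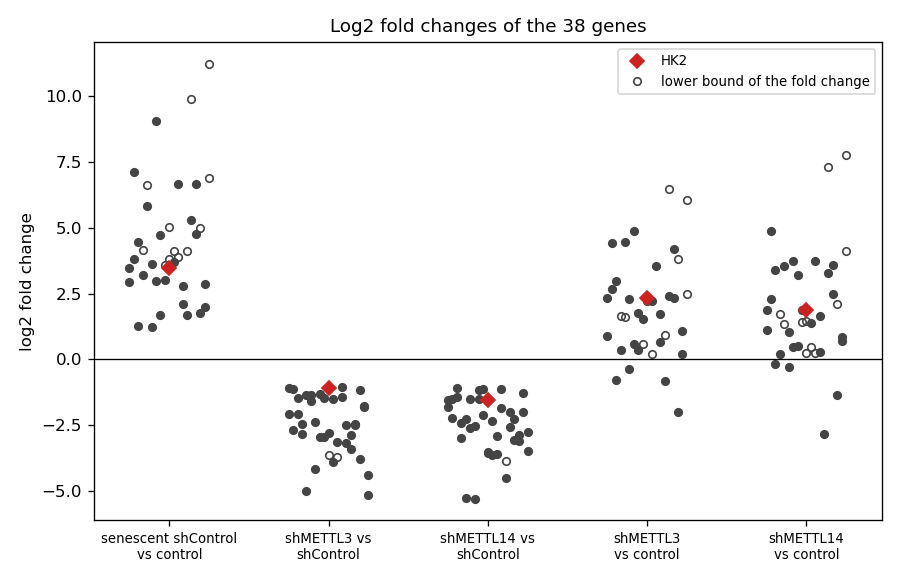
Log2 fold changes of the 38 genes (vertical axis) in each comparison (horizontal axis), 1 point per gene, with HK2 as a red diamond and open circles for lower bounds of the fold. All 38 lie above 0 in senescence and below 0 after either knockdown, and most stay above 0 against control cells.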

We next subjected these genes to KEGG pathway enrichment. Consistent with the known role of MTC in regulating SASP^10^, the analysis showed the enrichment of crucial pathways associated with the SASP, including NFκB signaling, chemokine signaling, and cytokine-cytokine receptor interactions (Fig. 1e and Supplementary Fig. 1f), which validated the experimental strategy we used in the present study.

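A subset of 11 genes of the list was chosen here as secreted factors and proteases of the senescence-associated secretory phenotype (SASP). The values below rest on this choice. The genes are CXCL1, CXCL3, CXCL5, CXCL6, CXCL8, IL1B, IL11, CSF2, MMP3, MMP10 and MMP12. Their median log2 fold change in senescence was 8.27, or 6.68 with the 7 genes that had at most 3 counts in both control libraries at their lower bound. The medians after METTL3 and METTL14 knockdown were -3.41 and -3.47. CXCL8, which lies on chromosome 4 from 74606223 to 74609433, had a normalized count of 34.7 ± 1.45 (SD, n = 2) in control cells and 4827 ± 524 in senescent shControl cells, and its log2 fold change was 7.12 in senescence, -2.68 after METTL3 knockdown and -2.23 after METTL14 knockdown (standard errors 0.21, 0.15 and 0.15; adjusted p = 4.7e-20, 1.3e-12 and 3.1e-11, edgeR). IL1B, on chromosome 2 from 113587337 to 113594356, had 2 and 3 raw counts in control cells against 2161 and 2189 with shControl, 261 and 212 with shMETTL3 and 459 and 356 with shMETTL14. MMP12 fell from 39 and 28 counts with shControl to none in either shMETTL3 library, at least 13.0-fold lower. Relative to control cells, 9 of the 11 genes were still higher after METTL3 knockdown and 10 after METTL14 knockdown. In a direct test between the knockdowns, 6 of the 11 were higher and 1 was lower after METTL14 than after METTL3 knockdown.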

Interestingly, the analysis revealed an enrichment of metabolic pathway, exemplified by *HK2* expression (Fig. 1f and Supplementary Fig. 1g). Indeed, HK2 is upregulated in senescent compared with control cells and the observed upregulation was rescued by knockdown of METTL3 or METTL14 (Supplementary Fig. 1d). This was not a consequence of overcoming senescence because markers of senescence such as expression of p21 and markers of cell cycle exit such as downregulation of cyclin A were not affected by knockdown of METTL3 or METTL14 (Supplementary Fig. 1d). 

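The normalized count of HK2 was 58.4 ± 6.28 (SD, n = 2) in control cells, 643 ± 122 in senescent shControl cells, 298 ± 19.8 with shMETTL3 and 217 ± 11.6 with shMETTL14. Its log2 fold change was 3.46 in senescence (standard error 0.17, adjusted p = 5.8e-15, edgeR's quasi-likelihood test), -1.11 after METTL3 knockdown (standard error 0.14, adjusted p = 2.1e-06) and -1.57 after METTL14 knockdown (standard error 0.15, adjusted p = 1.2e-08). With library size alone in place of TMM, the fall after METTL3 knockdown was -0.49 and still passed the threshold. The metabolic genes of Supplementary Fig. 1g are HK2, GK, ANPEP, PDE3A, CYP26B1 and PTGS2. Over these 6 genes the median log2 fold change was 3.55 in senescence, or 3.52 with CYP26B1 at its lower bound, and -2.27 and -2.36 after METTL3 and METTL14 knockdown. PTGS2 rose by 6.67 in senescence (standard error 0.20, adjusted p = 1.3e-19, edgeR), GK by 3.64 (standard error 0.18, adjusted p = 6.2e-15) and PDE3A by 1.67 (standard error 0.22, adjusted p = 1.5e-06). CYP26B1 had no counts in control cells and 29 and 26 with shControl, at least 12.0-fold higher. PDE3A fell below its level in control cells after METTL14 knockdown, with 10 counts in each library against 78 and 90 in control cells (log2 fold change against control -2.83, adjusted p = 4.9e-07, edgeR). With shMETTL3 it had 22 and 62 counts and a log2 fold change against control of -0.84 (adjusted p = 0.016, edgeR), with adjusted p-values from 0.00022 to 0.071 over the alternatives, the highest with DESeq2's Wald test. This value rests on replicate 1, as it was -0.33 without replicate 1 and -1.71 without replicate 2. The other 5 genes stayed above control after both. In a direct test between the knockdowns, 4 of the 6 genes were lower after METTL14 than after METTL3 knockdown. The paper selected genes that rise in senescence and fall when the complex is depleted, found metabolic pathways enriched among them besides those of the SASP, and gives HK2 as the example.

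**Figure D2:**
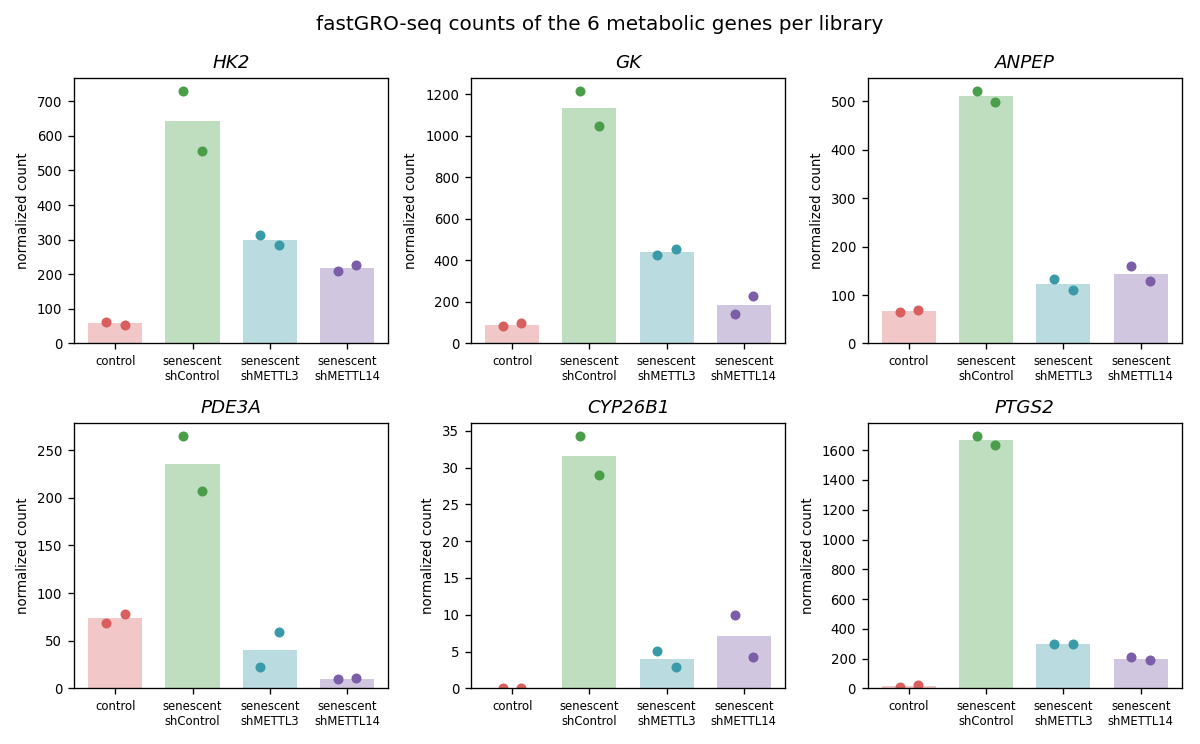
Normalized fastGRO-seq counts (vertical axis) of the 6 metabolic genes in the 4 groups (horizontal axis), with bars for the mean and points for the 2 libraries of each group. In each panel both senescent shControl libraries lie above all other libraries, and PDE3A lies below control in both shMETTL14 libraries.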

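The 40 highest expressed genes were taken as those with the highest mean RPKM in the senescent shControl libraries, computed from the counts and the gene lengths. They comprised 21 rows of ribosomal RNA, 7 small RNA genes and 7 protein-coding genes, among other non-coding RNAs, and 3 of them are also among the 38 genes of Supplementary Table 2. The 5 highest were rows of 28S ribosomal RNA whose counts are nearly the same reads, with log2 fold changes of -0.69 after METTL3 knockdown (standard error 0.13, adjusted p = 0.00028, edgeR) and -0.38 after METTL14 knockdown (standard error 0.13, adjusted p = 0.039). Over the 40 rows the median log2 fold change was -0.69 after METTL3 knockdown, with 24 lower and 8 higher past the threshold, and -0.37 after METTL14 knockdown, with 24 lower and 4 higher. The median absolute changes of 0.69 and 0.38 compare with 2.47 and 2.37 for the 38 genes. As a set the 40 rows moved down in camera with its preset correlation (p = 1.9e-09 and 1.7e-11). This held under fry (p = 0.020 and 0.0084) and not with an estimated correlation (p = 0.15 and 0.11). With an estimated correlation the fall did pass over the 40 highest protein-coding genes (p = 0.012 and 0.044). Of these 40 genes, 6 are among the 38, which the paper selected for falling after knockdown. The medians depended on which non-coding rows enter. With all ribosomal RNA counted as 1 row, a set with 17 small RNA genes, they were -0.042 (15 lower, 13 higher) and 0.0034 (13 lower, 10 higher). Without ribosomal and small RNA genes they were -0.62 and -0.44. Over the 40 highest protein-coding genes they were -0.68 and -0.55, with 32 and 23 genes lower. Across genes, the METTL3 knockdown effect went with gene length (Spearman's rho 0.296) and GC content (-0.296). For METTL14 knockdown these were -0.105 and 0.170. The protein-coding set was not corrected for these trends, so they may be a part of its changes. With library size alone, which put the median of all genes at 0.58 and 0.35, the medians of the 40 rows were -0.079 and -0.022. These were nearly fixed in advance, as 21 of the 40 are ribosomal RNA rows, which make up 86.2% to 92.5% of each total. They therefore say little about the other rows.

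**Figure D3:**
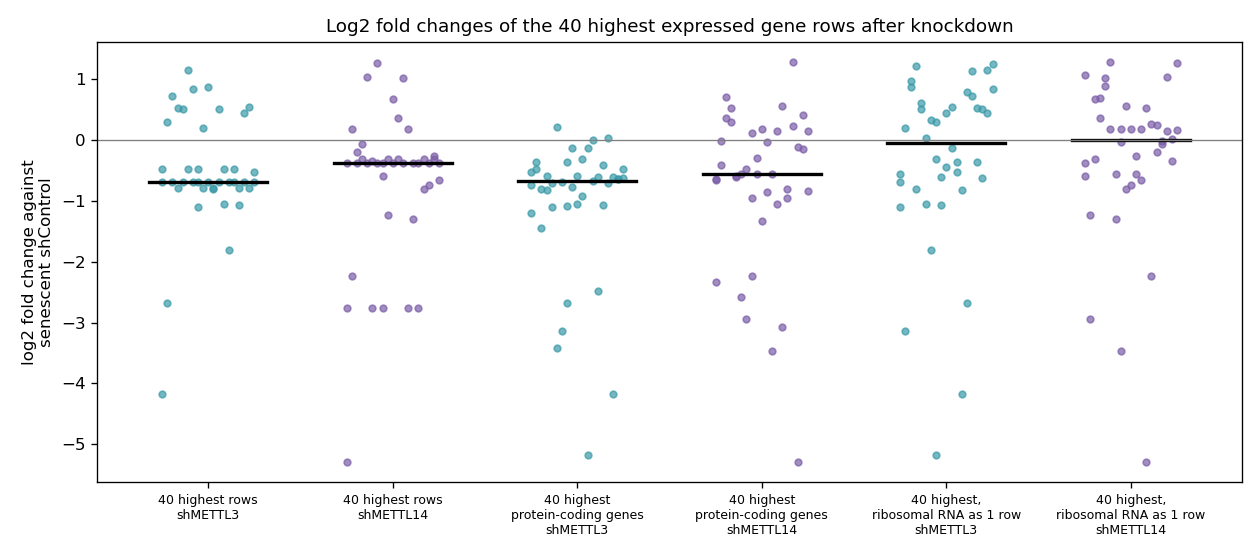
Log2 fold changes against senescent shControl cells (vertical axis) of the 40 highest expressed rows under 3 ways of choosing them (horizontal axis), for shMETTL3 and shMETTL14, with 1 point per row and black lines at the medians. Rows of 28S ribosomal RNA, which carry nearly the same reads, line up at -0.69 and -0.38 in the columns at the left, and of the 3 choices drawn the medians lie near 0 where ribosomal RNA counts as 1 row and 17 small RNA genes enter.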

As a negative control, knockdown of METTL3 or METTL14 did not affect the expression of 40 highest expressed genes in senescent cells based on fastGRO-seq analysis (Supplementary Fig. 1h), highlighting the specific regulation of the SASP and metabolic genes by the MTC during senescence.

To identify those MTC-regulated genes that are mediated by chromatin contacts, we cross-referenced the 38 genes with H3K27Ac HiChIP dataset. The analysis revealed a list of ten genes with enhanced chromatin contacts in senescent cells whose upregulation was METTL3/14 dependent (Fig. 1g). 

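The 10 genes are MMP3, IL1B, IL11, CXCL3, CXCL8, PTGS2, HK2, CHST2, QPCT and ANPEP. The HiChIP contacts of these genes were not analysed here. In the fastGRO-seq counts all 10 passed the threshold for higher transcription in senescence and for lower transcription after each knockdown (edgeR, largest adjusted p 7.8e-08, 0.0011 and 0.0032). Their median log2 fold change was 5.70 in senescence, -2.58 after METTL3 knockdown and -2.28 after METTL14 knockdown. The 3 genes with at most 3 counts in both control libraries, MMP3, IL1B and CXCL3, leave the first median unchanged when set to their lower bound. CHST2 and QPCT were the most thinly counted, with 5 counts in each control library and 85 and 88 with shControl for CHST2, and 3 and 8 against 65 and 48 for QPCT. All 10 were still higher than in control cells after either knockdown. Between the knockdowns, 5 were higher and 2 lower after METTL14 than after METTL3 knockdown in a direct test.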

The list includes five SASP genes and five metabolic genes including *HK2*. This is consistent with previous reports that senescence is associated with metabolic reprogramming and enhanced energetic needs^17,18^. 

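The contact changes used here are the paper's own, from the source data of Fig. 1g, which give them as log10 of the difference in enhancer-promoter contacts between senescent and proliferating cells. As differences they are whole numbers from 1 to 23 for all 10 genes, and the value of 0 for IL11 and ANPEP is a difference of 1. They were set beside the fastGRO-seq log2 fold changes of MMP3, IL1B, IL11, CXCL3, CXCL8, PTGS2, HK2, CHST2, QPCT and ANPEP in senescent shControl against control cells. Across these 10 genes Pearson's r was 0.766 (r squared 0.587; permutation test with 100000 random pairings, two-sided p = 0.011) and Spearman's rho was 0.783 (permutation p = 0.010). Both adjusted values were 0.011 over these 2 correlations. The correlation is across genes, which are not independent replicates, and the paper selected these genes for enhanced contacts in senescent cells. Pearson's r depends on the scale and was 0.622 with the differences themselves in place of their log10, a choice made after seeing the data, while rho does not. CXCL8 lay farthest from the median contact change, and 3 genes tied for the next place. Without CXCL8 and each of these in turn, over 8 genes, r was 0.817 and rho 0.759 for ANPEP, 0.884 and 0.916 for IL11, and 0.795 and 0.740 for IL1B. Leaving out each gene in turn gave r between 0.709 and 0.848. With the genes at their lower bound r was 0.760. Against the log2 fold changes after METTL3 and METTL14 knockdown, with no test, r was -0.506 and -0.625.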

Strikingly, we observed a significant positive correlation between the observed increase in these chromatin contacts and fold changes in gene expression (Fig. 1g). Together, these data support that an increase in chromatin contacts promotes expression of MTC-regulated SASP and metabolic genes such as HK2.

### MTC transcriptionally activates *HK2* through chromatin looping during senescence

HK2 mediates the rate-limiting step of glucose metabolism^19^. Despite HK2’s functional importance in senescence^17,18^, its regulation in senescence remains poorly understood. To unravel the regulatory mechanism by which the MTC promotes HK2 expression, we first cross-referenced publicly available H3K27Ac ChIP-seq, METTL3, and METTL14 Cut&Run-seq^10,20^. The analysis revealed an increased intensity of bound peaks along the *HK2* genomic locus for H3K27Ac, METTL3, and METTL14 at either promoter or putative distal enhancer sites in senescent compared with control cells (Fig. 2a), suggesting that the observed upregulation occurs at the transcription levels mediated by enhancer-promoter interaction. To validate the observed HK2 upregulation occurs at the transcription level, we performed the KAS-seq, a chemical-based genetic approach that captures transcriptional activation with high sensitivity^21^. 

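HK2 lies on the plus strand of chromosome 2 from 75059782 to 75120481 in hg19, and the fastGRO-seq reads over this whole span, introns included, were counted. The raw counts were 71 and 62 in control cells, 617 and 500 with senescent shControl, 304 and 299 with shMETTL3 and 209 and 214 with shMETTL14. Leaving out each library in turn, the log2 fold change in senescence stayed between 3.26 and 3.65, that after METTL3 knockdown between -1.30 and -0.91, and that after METTL14 knockdown between -1.75 and -1.36. Knockdown did not return HK2 to the level of control cells. Relative to control cells, the log2 fold change was 2.35 after METTL3 knockdown (standard error 0.18, adjusted p = 2.4e-11, edgeR's quasi-likelihood test) and 1.89 after METTL14 knockdown (standard error 0.18, adjusted p = 2.7e-09), which left 41.0% and 27.1% of the linear rise. These shares are with TMM and depend on normalization. With library size alone the rise was 2.95 and the fall after METTL3 knockdown was smaller, so a larger share was left. KAS-seq and pol II ChIP-seq were not analysed here.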

When integrating KAS-seq with fastGRO-seq and pol II ChIP-seq, the peak signals were consistently increased at the *HK2* locus in senescent compared with control cells, which was decreased by knockdown of METTL3 or METTL14 (Fig. 2b). This result further supports that MTC is required for transcriptionally activation of *HK2*.

**Fig. 2:**
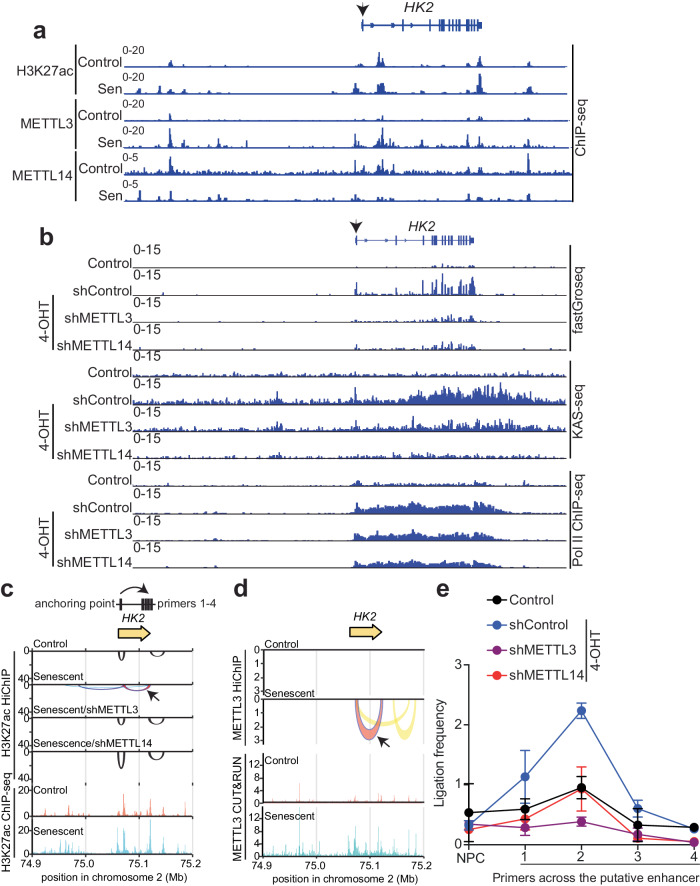
HK2 upregulation by MTC depends on the chromatin looping during senescence. **a** Tracks of publicly available H3K27Ac ChIP-seq (GSE74328), METTL3, and METTL14 Cut&Run-seq (GSE141992) showing peaks along *HK2* genomic region in RAS-induced senescent cells and proliferating control cells. Arrow indicates the transcription start site (TSS) of *HK2*. **b** Tracks of fastGRO-seq, KAS-seq, and publicly available Pol II ChIP-seq (GSE141992) showing peaks surrounding *HK2* genomic locus in proliferating and senescent cells with vector, METTL3, or METTL14 KD. Senescence was induced by 4-hydroxy-tamoxifen (4-OHT) in ER: RAS-expressing IMR90 cells. Arrow indicates the TSS of *HK2*. **c** Chromatin loops surrounding the *HK2* locus indicated by H3K27ac HiChIP in proliferating and senescent cells with either vector, METTL3, or METTL14 KD. Tracks of publicly available ChIP-seq of H3K27Ac (GSE74328) in proliferating and senescent cells displayed peaks aligned the loop location as shown in H3K27Ac HiChIP. **d** Chromatin loops at the *HK2* locus revealed by METTL3 HiChIP in proliferating and senescent cells, aligned with tracks of publicly available METTL3 Cut&Run-seq (GSE141992). Arrow indicates the loop from METTL3 HiChIP coinciding with the loop shown in (**c**). **e** 3C-qPCR analysis of the ligation frequency on the indicated *HK2* gene loci in proliferating and senescent cells with either vector, METTL3 or METTL14 KD. 3C-qPCR primers were designed as illustrated in Fig. 2c with one forward primer anchoring at the promoter of *HK2* and the reverse primers targeting the downstream enhancer region of *HK2* according to the ChIP-seq peaks for H3K27Ac in control and senescent cells. NPC, non-peak control. Data represent the mean from *n* = 2 biologically independent experiments. Source data are provided as a Source Data file.

We next determined whether chromatin loops play a role in the observed upregulation of *HK2*. Toward this goal, we analyzed significant chromatin loops within −200 kb upstream and +100 kb downstream of *HK2* gene body using H3K27Ac HiChIP. Two strong loops were newly formed in senescent cells spanning the *HK2* genomic locus (Fig. 2c). Notably, knockdown of METTL3 or METTL14 restored the loop distribution as observed in control cells (Fig. 2c). This suggests that MTC may play a direct role in the formation of observed chromatin loops in senescent cells. To test this possibility, we conducted METTL3 HiChIP-seq. Similar to H3K27Ac HiChIP, we observed a reduction in intra-chromosomal loops during senescence (Supplementary Fig. 2a). Likewise, we noted a decrease in the percentage of medium-distance loops and an increase in the percentage of long-distance loops (Supplementary Fig. 2b and Supplementary Table 3). A detailed examination of loop formation based on METTL3 HiChIP analysis demonstrated an identical loop spanning *HK2* genomic locus as shown in H3K27Ac HiChIP that was newly formed in senescent cells (Fig. 2c, d). We have previously shown that METTL3 regulates SASP gene expression by localizing to the pre-existing NF- κB genomic sites through the interaction with p65, which is known as a transcription factor that directly binds to DNA^10^. To explore the mechanism of how METTL3 affects high-order chromatin structure, we cross-referenced previously published p65 Cut&Run -seq and METTL3 Cut&Run-seq along the *HK2* genomic locus and revealed an increased p65 bound peaks at putative distal enhancer in senescent compared to control cells, indicating that METTL3 may regulate high-order chromatin structure through its association with p65 (Supplementary Fig. 2c). In addition, to explore whether chromatin RNA methylation was involved in the loop formation of HK2, we analyzed chromosome-associated regulatory RNAs (carRNAs) in control and senescent cells with or without METTL3 and METTL14 knockdown using our previously published carRNA m^6^A-seq^10^. We showed that HK2 was not subject to the regulation of chromatin RNA methylation at putative distal enhancer anchors (Supplementary Fig. 2d).

Functional topologically associated domains (TADs), which govern chromatin interactions within specific regions, have been shown to spatially regulate gene expression including those mediated by chromatin loops^22^. By leveraging previously published chromosome conformation capture (Hi-C) studies, we detected a gain of two sub-TAD domains surrounding *HK2* genomic locus with enhanced interaction frequencies in senescent compared with control cells (Supplementary Fig. 2e)^23^. The location of acquired sub-TADs aligns consistently with the loops formed in the H3K27Ac HiChIP, indicating enhanced interactions in restricted chromatin domains around *HK2*.

To directly examine chromatin looping for *HK2* gene locus guided by the common new loop formed in senescent cells based on H3K27Ac and METTL3 HiChIP, we performed chromosome conformation capture quantitative PCR (3C-qPCR) analysis in control and senescent cells^24^. We observed robust interactions between the anchored transcription starting sites (TSS) and the putative enhancer of *HK2* in senescent cells (Fig. 2e). Notably, knockdown of METTL3 or METTL14 reduced the association to the levels observed in control cells (Fig. 2e). In addition, restoration of enzymatic dead mutant METTL3 was sufficient to rescue HK2 expression, further supporting the notion that METTL3 regulates HK2 in a m^6^A independent manner (Supplementary Fig. 2f). Indeed, we found no significant change in m^6^A levels within the *HK2* genomic locus (Supplementary Fig. 2g). Consistently, treatment of senescent cells with STM2457, a highly selective inhibitor of METTL3 methyltransferase activity^25^, did not decrease *HK2* expression (Supplementary Fig. 2h, i). Moreover, knock down of YTHDC1, a nuclear reader of m^6^A, did not affect HK2 expression^26^ (Supplementary Fig. 2j, k). Together, these findings suggest that HK2 is transcriptionally activated independently of m^6^A modification, which correlates with METTL3-mediated chromatin looping at the *HK2* locus in senescent cells.

### *Hk2* is upregulated during tissue aging

Senescent cells accumulated in aged tissues and contributed to tissue aging^27^. Thus, we sought to examine whether *Hk2* is regulated during tissue aging. Toward this goal, we employed tissue transposase-accessible chromatin with sequencing (ATAC-seq) to evaluate chromatin accessibility in liver tissues from young and aged mice (Fig. 3a). The analysis revealed that *Hk2* exhibited a more open chromatin status in the liver of aged compared with young mice (Fig. 3a). And a detailed examination of the ATAC-seq peaks demonstrated enhanced peak signals specifically at the promoter region of *Hk2* (Fig. 3b). Consistently, hepatocytes RNA-seq confirmed an elevated expression level of *Hk2* in aged compared to young mice, which was further validated by RT-qPCR (Fig. 3c and Supplementary Fig. 3a). Likewise, the protein level of Hk2 was upregulated in aged compared to young mice in both whole liver tissues and isolated hepatocytes (Fig. 3d–g). In addition, the expression level of *Mettl3* and *Mettl14* remains no change in aged mice hepatocytes (Supplementary Fig. 3b). Finally, mining the Aging Atlas database confirmed *HK2* upregulation in multiple other aged tissues (Supplementary Fig. 3c)^28^. Together, we conclude that HK2 is upregulated during tissue aging.

**Fig. 3:**
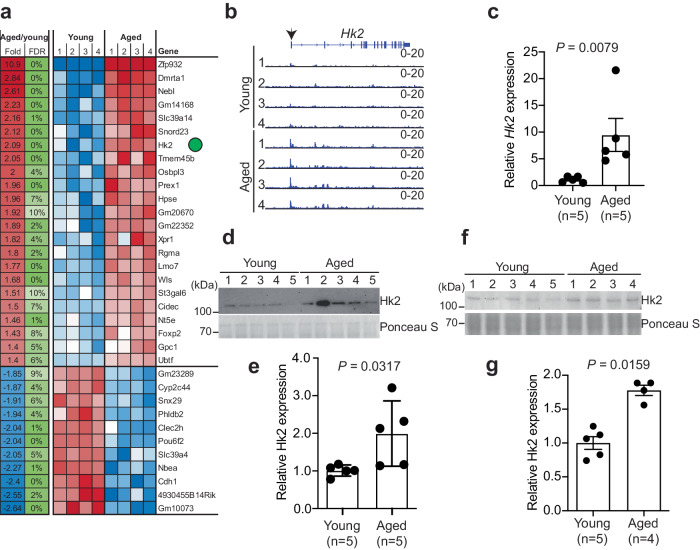
Hk2 is upregulated during mouse liver aging. **a** Heatmaps showing quantitative analysis of ATAC-seq data in young and aged whole liver tissues with a false discovery rate (FDR) cutoff of <0.1. Red represents higher expression, while blue represents lower expression. Data represent two technical replicates of two biological replicates. **b** Tracks displaying ATAC-seq peak signals in aged liver tissues compared to the young. Arrows indicate the transcription start site of *Hk2*. **c** RT-qPCR analysis of *Hk2* expression in young (*n* = 5) and aged (*n* = 5) hepatocytes. Data represent mean ± SD using a two-tailed Mann Whitney test. **d** Western blot analysis showing the expression level of Hk2 in young (*n* = 5) and aged (*n* = 5) whole liver tissues. Ponceau S staining was used as the internal control. **e** The band intensity of Hk2 compared to Ponceau S, as in (**d**), was quantified. Data represent mean ± SD using a two-tailed Mann Whitney test. **f** Western blot analysis showing the expression level of Hk2 in isolated hepatocytes from young (*n* = 5) and aged (*n* = 4) mice. Ponceau S staining was used as the internal control. **g** The band intensity of Hk2 compared to Ponceau S, as in (**f**), was quantified. Data represent mean ± SD values using a two-tailed Mann-Whitney test. Source data are provided as a Source Data file.

### HK2 promotes purine metabolism during senescence

The two HK2 catalyzing domains convert glucose to Glucose-6-phosphate (G-6-P) that is a rate-limiting manner in glycolysis^29,30^. Point mutations at both N-terminal and C-terminal catalytic domains (D209A and D657A) of HK2 effectively diminish the enzymatic activity of HK2^29,31^. To explore the metabolic consequences of HK2 upregulation in senescence, we conducted ^13^C glucose isotope tracing in control and senescent cells with or without HK2 knockdown, and then rescued with ectopic expression of either wildtype or enzymatic activity inactive mutant HK2 (Fig. 4a). Notably, metabolites involved in the glycolysis pathway, such as G-6-P, and Fructose 1,6-bisphosphate, displayed high labeling rates across each group (Supplementary Fig. 4a). Interestingly, the central intermediate metabolite Fructose 1,6-bisphosphate in the glycolysis pathway did not exhibit reduced labeling (M + 6) by HK2 knockdown (Supplementary Fig. 4a). This could be due to the compensatory increase in the isoenzyme HK1 level in response to HK2 KD (Supplementary Fig. 4b).

**Fig. 4:**
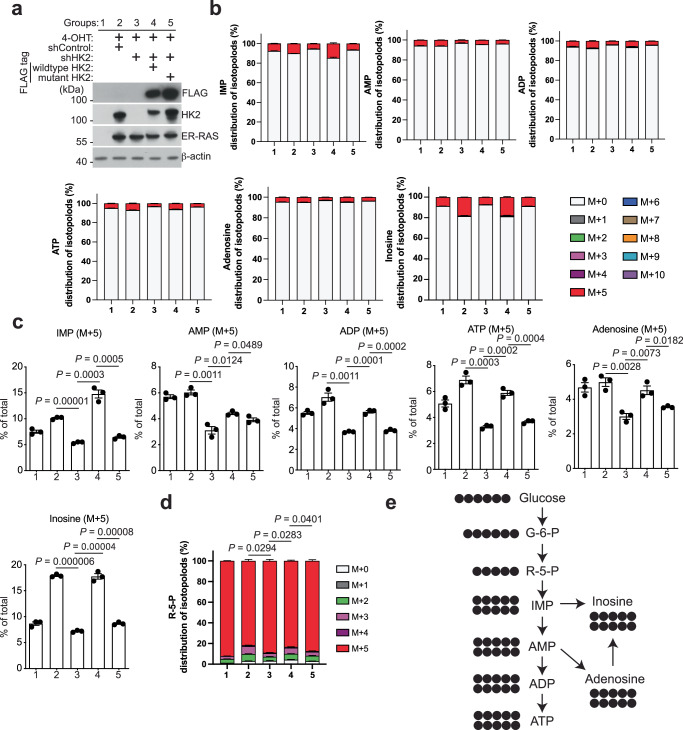
HK2 promotes purine metabolism during senescence. **a** Five groups were analyzed by ^13^C glucose isotope tracing. 1, control proliferating cells. 2, RAS-induced senescent cells via 4-OHT with control shRNA (shControl). 3, senescent cells with shRNA targeting HK2 (shHK2). 4, senescent cells with shRNA targeting HK2 (shHK2) and rescued with wildtype Flag-HK2. 5, senescent cells with shRNA targeting HK2 (shHK2) and rescued with mutant Flag-HK2. Note that the HK2-overexpressing plasmid is resistant to shHK2 due to silent mutation. IMR90 cells with or without 4-OHT induction of RAS expressing shControl or shHK2 with or without rescue by ectopic expression of wildtype or catalytic-mutant HK2 (D209AD657A) were analyzed for expression of the indicated proteins by western blot on Day 9. **b** Distribution of ^13^C isotopologues of Inosine monophosphate (IMP), Adenosine monophosphate (AMP), Adenosine diphosphate (ADP), Adenosine diphosphate (ATP), Adenosine, and Inosine at indicated groups. Data represent mean ± SEM of *n* = 3 biologically independent experiments. **c** Boxplots showing the labeled fractions of IMP (M + 5), AMP (M + 5), ADP (M + 5), ATP (M + 5), Adenosine (M + 5), and Inosine (M + 5) under indicated conditions. Data represent mean ± SEM of *n* = 3 biologically independent experiments. *P* values were calculated using a two-tailed Student’s *t* test. **d** Distribution of ^13^C isotopologues of Ribose-5-phosphate (R-5-P) at indicated groups. Data represent mean ± SEM of *n* = 3 biologically independent experiments. *P* values were calculated using a two-tailed Student’s *t* test. **e** Diagram showing labeled metabolites through ^13^C glucose isotope tracing. Black circles represent ^13^C atoms. G-6-P Glucose-6-phosphate, R-5-P Ribose-5-phosphate, IMP inosine monophosphate, AMP Adenosine monophosphate, ADP Adenosine diphosphate, ATP Adenosine triphosphate. Source data are provided as a Source Data file.

To unbiasedly identify metabolite products potentially regulated by the enzymatic function of HK2 during senescence, we employed the following criteria: a) showing more extensive labeling in senescent compared to control cells; b) exhibiting decreased labeling in senescent cells by HK2 knockdown; c) rescuing the decrease in labeling by expressing of wildtype HK2 but not by the mutant HK2. This analysis revealed that HK2 plays a major role in regulating metabolites involved in purine metabolism such as inosine monophosphate (IMP), adenosine monophosphate (AMP), adenosine diphosphate (ADP), adenosine triphosphate (ATP), adenosine and inosine (Fig. 4b-c). In addition, our results showed that Ribose-5-phosphate (R-5-P) displayed lower ^13^C labeling in senescent compared to control cells (Fig. 4d). Consistently, the pentose phosphate pathway is known to provide nucleotide precursors for purine metabolism by branching from G-6-P and producing the intermediate product R-5-P^32^. Indeed, the level of R-5-P labeling was increased by HK2 knockdown, which was rescued by wildtype HK2, but not the mutant HK2 (Fig. 4d). In addition, the level of ATP and inosine that were reduced by METTL3 knockdown could be rescued by HK2 restoration, suggesting that METTL3’s function in purine metabolism depends on HK2 (Supplementary Fig. 4c–e). Together, our data support a model whereby HK2 promotes purine metabolism and ATP production during senescence in an enzymatic activity-dependent manner (Fig. 4e).

### HK2 promotes phase separation during senescence

ATP is required for stress granules formation and dynamics^33^. These membrane-less granules can result from LLPS that is promoted by polymethylated m^6^A RNAs along with m^6^A readers such as YTHDF proteins^7–9,34^. MTC is essential for the formation of these endogenous phase-separated compartments, which correlates with m^6^A modifications^35^. Inspired by HK2-depenent increase in ATP levels observed during senescence, we proceeded to investigate whether the assembly of phase-separated stress granules occur during senescence. Accordingly, we stained for YTHDF1-3 and TIAR as phase separation and stress granules markers, respectively^8^. We found that 5–8% of senescent cells undergo phase separation in the form of stress granules as determined by colocalization of YTHDFs and TIAR (Fig. 5a–c). Comparable percentages of phase-separated senescent cells were observed for all three YTHDF family members (Fig. 5c and Supplementary Fig. 5a, b). Supporting the notion that the observed colocalized YTHDF and TIAR indeed represent phase-separation. 1,6-hexanediol, an organic chemical known to reverse phase separation^36^, significantly decreased the number of senescent cells with the colocalization (Supplementary Fig. 5c, d). As a negative control, no phase separation was observed in RAS-transformed NIH3T3 cells (Supplementary Fig. 5e). This indicates that the observed phase separation resulted from senescence induction instead of RAS expression.

**Fig. 5:**
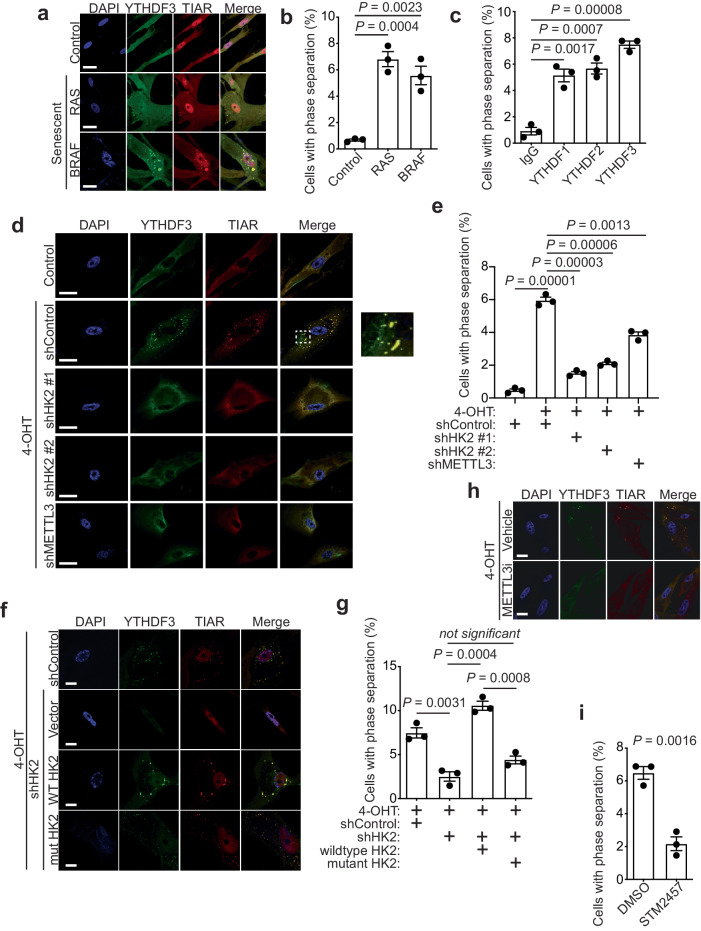
HK2 promotes phase separation during senescence in an enzymatic activity -dependent manner. **a** Immunofluorescence (IF) of control and oncogene (RAS or BRAF)-induced senescent cells with antibodies targeting YTHDF3 and TIAR. 4′,6-diamidino-2-phenylindole (DAPI) counterstaining was used to visualize the nuclei. **b** Quantification of the percentage of cells with phase separation events at indicated conditions, as in **a**, was determined (*n* > 200 cells over three independent experiments). *P* values were calculated using a two-tailed Student’s *t* test. Error bars represent mean with SD. **c** Quantification of the percentage of cells with phase separation events by antibodies targeting control IgG, YTHDF1, YTHDF2, and YTHDF3 in RAS-induced senescent cells was determined (*n* > 200 cells over three independent experiments). *P* values were calculated using a two-tailed Student’s *t*-test. Error bars represent mean with SD. **d** IF of control and RAS-induced senescent cells with antibodies targeting YTHDF3 and TIAR at indicated conditions. DAPI counterstaining was used to visualize the nuclei. Rectangle represented the area that was shown on the right with 5X magnification, showing cases of phase separation. **e** Quantification of the percentage of cells at indicated conditions, as in (**d**), was determined (*n* > 200 cells over three independent experiments). *P* values were calculated using a two-tailed Student’s *t* test. Error bars represent mean with SD. **f** IF of RAS-induced senescent cells with antibodies targeting YTHDF3 and TIAR at indicated conditions. DAPI counterstaining was used to visualize the nuclei. **g** Quantification of the percentage of cells with phase separation events at indicated conditions, as in (**f**), was determined (n > 200 cells over three independent experiments). *P* values were calculated using a two-tailed Student’s *t* test. Error bars represent mean with SD. **h** IF of RAS-induced senescent cells with antibodies targeting YTHDF3 and TIAR when treated with DMSO or METTL3 inhibitor (2.5 μM STM2457) for 48 h. **i** Quantification of the percentage of cells with phase separation events at indicated conditions, as in (**h**), was determined (*n* > 200 cells over three independent experiments). *P* values were calculated using a two-tailed Student’s *t* test. Error bars represent mean with SD. Scale bars, 20 μm. Source data are provided as a Source Data file.

We next sought to determine whether the observed phase separation depends on METTL3-regulated HK2 upregulation in senescent cells. We knocked down HK2 or METTL3 in senescent cells. Indeed, knockdown of either HK2 or METTL3 led to a marked reduction in the phase separation observed in senescent cells (Fig. 5d, e). Similar observation was also made using a BRAF-induced senescent model (Supplementary Fig. 6a, b). Additionally, we exposed control proliferating cells to NaAsO_2_, a known inducer of phase-separated stress granules in nearly 90% of cells^8^. Consistently, knockdown of HK2 or METTL3 was sufficient to reduce the phase-separated events induced by NaAsO_2_ (Supplementary Fig. 6c, d). Thus, METTL3-regulated HK2 is required for formation of phase-separated stress granules.

To determine whether the observed phase separation depends on the enzymatic activity of the upregulated HK2 in senescent cells, we compared phase separation events in HK2 knockdown cells restored with either wildtype or an enzymatic activity inactive mutant HK2. Indeed, wildtype HK2 was significantly more efficient in restoring the reduction in stress granule formation induced by HK2 knockdown in senescent cells compared with the mutant HK2 (Fig. 5f, g). Consistently, treatment of senescent cells with 2-Deoxy-D-glucose, a HK2 inhibitor^37^, effectively reduced stress granules formation in senescent cells (Supplementary Fig. 6e, f). In addition, we showed that there was no colocalization of HK2 with stress granules during senescence (Supplementary Fig. 6g). Human hexokinase isoenzymes include four genes named HK1 to HK4^19^. While HK3 and HK4 expression levels were barely detectable in senescent cells, we asked whether Hexokinase 1 (HK1) inhibition could diminish phase separation in senescent cells. Consistent with the notion that HK2-regulated phase separation is its enzymatic activity dependent, HK1 knockdown also reduced the phase-separated stress granules in senescent cells, albeit to a much lesser degree compared to HK2 knockdown (Supplementary Fig. 6h, i). This could be due to the fact that HK1 exhibits activity with only its C-terminal domain, whereas HK2 contains two catalytically active domains^29^. Collectively, these findings indicated that HK2 promotes phase separation during senescence in an enzymatic activity-dependent manner.

Since phase separation observed in the form of stress granules depends on MTC activity^35^, we determined whether inhibition of METTL3 enzymatic activity affects stress granule formation. Indeed, treatment of senescent cells with STM2457, a selective inhibitor of METTL3 enzymatic activity, significantly reduced stress granules formation in senescent cells (Fig. 5h, i). This result indicates that phase separation observed in senescent cells in the form of stress granules depends on m^6^A modification.

### HK2 modulates translation of cell-cycle-related polymethylated m^6^A mRNAs

Stress granules impact mRNA fate in various ways, including a reduction in their stability and translation^7^. mRNAs that contain multiple, but not single, m^6^A sites have been shown to promote the formation of phase-separated stress granules^7,9^. To determine the functional consequences of phase separation during senescence, we focused on mRNAs with polymethylated m^6^A signals in senescent cells (Fig. 6a). The analysis of m^6^A-seq revealed 5223 unique m^6^A sites among genomic regions including 5′ untranslated region (5′ UTR), coding sequence, and 3′ UTR in senescent cells (Supplementary Fig. 7a). Notably, 523 mRNAs containing more than three m^6^A sites were identified, which we defined as polymethylated m^6^A mRNAs in senescent cells. Since stress granules reduce mRNA stability^7^, we focused on those polymethylated m^6^A transcripts that are downregulated in senescent compared with control cells. This analysis revealed a list of 35 polymethylated m^6^A mRNAs. Pathway analysis showed that genes encoded by these transcripts are significantly enriched for pathways such as cell cycle, cell division, and mitosis (Fig. 6b, c and Supplementary Fig. 7b).

**Fig. 6:**
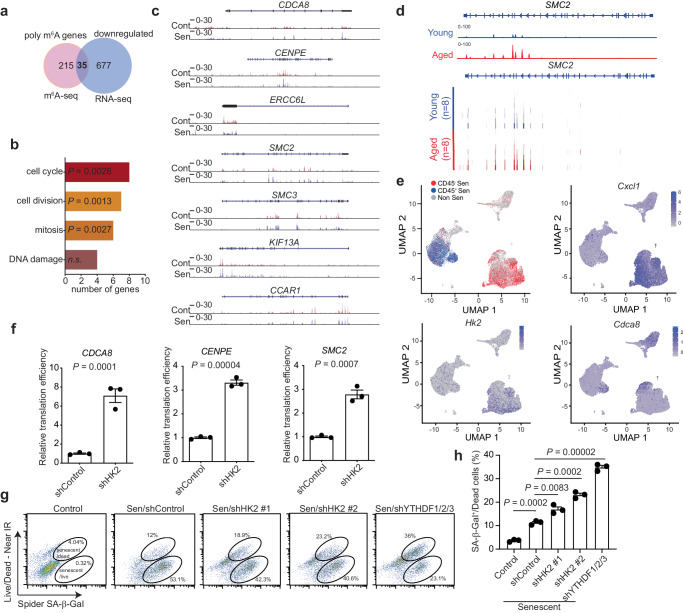
HK2 maintains stable cell growth arrest of senescent cells by modulating cell-cycle related mRNAs with polymethylated m^6^A sites. **a** Venn diagram illustrates the enrichment of RNAs with increased polymethylated m^6^A signals from publicly available m^6^A-seq when comparing senescent to control cells (GSE141993), overlapping with downregulated transcripts from publicly available RNA-seq (GSE141991). The highest m^6^A peak signal among all polymethylated m^6^A signals was used for comparison. **b** Pathway enrichment analysis showing enriched 35 genes depicted in (**a**) with pathways associated with cell cycle, cell division, and mitosis. **c**, Tracks of publicly available m^6^A-seq (GSE141993) from control (Cont) and senescent (Sen) cells showing peaks within the genomic locus of *CDCA8*, *CENPE*, *ERCC6L*, *SMC2*, *SMC3*, *KIF16A* and *CCAR1*, indicating polymethylated m^6^A signals. The m^6^A signal was normalized to the corresponding input. **d** Tracks (upper panel) of publicly available m^6^A-seq (CRA005942) in primates showing the median m^6^A peak signals within the *SMC2* genomic locus from either the young or aged group. Heatmap (lower panel) revealed the distribution of the m^6^A peak signals from young (*n* = 8) and aged (*n* = 8) liver tissue in primates. The m6A signal was normalized to the corresponding input. **e** UMAP plot of publicly available scRNA-seq (GSE197017) from mouse skeletal muscle tissue showed clustering of cellular components of control (Non Sen) and senescent cells that were differentiated by CD45 marker (CD45+ Sen and CD45- Sen). UMAP projections were shown by Feature Plots depicting *Cxcl1*, *Hk2*, and Cdca8 expression in single cells. **f** Translational efficiency of mRNAs including *CDCA8*, *CENPE*, and *SMC2* was detected by polysome profiling. Translational efficiency is normalized to free mRNA level for each gene. Data represent mean ± SD of *n* = 3 biologically independent experiments. *P* values were calculated using a two-tailed Student’s *t* test. **g** Senescent cells were co-stained by SPiDER SA-β Gal, and the LIVE/DEAD Near-IR dead cell stain kit then analyzed by flow cytometry under indicated conditions. **h** Quantification of dead senescent cells at indicated conditions, as in (**g**). Data represent mean ± SD of *n* = 3 biologically independent experiments. *P* values were calculated using a two-tailed Student’s *t* test. Source data are provided as a Source Data file.

To explore the potential physiological relevance of the newly identified polymethylated m^6^A mRNAs, we analyzed the published m^6^A-seq from liver or heart tissues of young and aged primates^38^. Similar polymethylated m^6^A signals were detected for cell-cycle related genes such as *SMC2*, *SMC3*, and *CCAR1* (Fig. 6d and Supplementary Fig. 7c, d). In addition, using publicly available single-cell RNA sequencing (scRNA-seq) dataset from mouse skeletal muscle tissue^39^, we found that the transcriptional abundance of cell-cycle related genes such as *Cdca8*, *Cenpe*, and *Smc2* exhibit lower levels in CD45^-^ senescent cells with high *HK2* expression compared with non-senescent cells (Fig. 6e and Supplementary Fig. 7e). As positive controls, SASP genes including *Cxcl1*, *Mmp2*, showed a similar pattern as *HK2* expression (Fig. 6e and Supplementary Fig. 7e). As a negative control, we found that *HK1* transcriptional level did not correlate with the senescent status (Supplementary Fig. 7e). Together, these results suggest that HK2 upregulation is associated with downregulation of cell cycle-related polymethylated m^6^A mRNAs.

We next determined the role of HK2 in regulating translation of cell-cycle related polymethylated m^6^A mRNAs by performing polysome profiling in senescent cells with or without HK2 knockdown. Indeed, HK2 knockdown significantly increased the translational efficiency of polymethylated m^6^A mRNAs such as *CDCA8*, *CENPE*, and *SMC2* (Fig. 6f and Supplementary Fig. 7f). Since HK2 upregulation promotes phase-separated stress granules that impair the translation of polymethylated m^6^A mRNAs^7^, we further knocked down YTHDFs to disrupt the phase separation in senescent cells (Supplementary Fig. 7g). Consistently, knockdown of YTHDFs increased translational efficiency for polymethylated m^6^A mRNAs such as *SMC2* and *CENPE* in senescent cells (Supplementary Fig. 7h). As a control, knockdown of YTHDF3 did not increase the translational efficiency for transcripts such as *CDCA8*, *CENPE*, and *SMC2* before HK2 upregulation (Supplementary Fig. 7i, j). These findings support that HK2 suppresses the translation of cell-cycle related polymethylated m^6^A mRNAs through phase-separated stress granules.

We next determined the consequence of increased translation efficiency of cell-cycle related mRNAs induced by HK2 knockdown. We found that HK2 knockdown increased the percentage of senescent cells in the G_2_/M phase (Supplementary Fig. 8a) and induced a concurrent decrease in cell viability (Supplementary Fig. 8b, c). Supporting the notion that the observed effects are due to HK2’s role in regulating phase-separated stress granules, similar observation was also made by disrupting stress granules through knockdown of YTHDFs (Supplementary Fig. 8d, e). To directly determine whether the observed decrease in cell viability was due to the death of senescent cells, we stained these cells with SPiDER-β-Gal to identify senescent cells together with a live/dead cell marker. Indeed, both knockdown of HK2 and YTHDFs increased the percentage of dead senescent cells compared to controls (Fig. 6g, h and Supplementary Fig. 9). Together, these data support a model whereby HK2 contributes to senescent-associated stable cell growth arrest by preventing the death of senescent cells through phase-separated stress granules.

## Discussion

We observed a global decrease in chromatin contacts as determined by both H3K27Ac and METTL3 HiChIP analysis. Knockdown of METTL3 restored the overall decrease in chromatin contacts. However, an increase in enhancer-promoter interaction positively correlates with changes in transcription in senescent cells. This suggests a redistribution instead of a simple decrease of chromatin contacts during senescence. Indeed, in the present studies, we showed that an increase in chromatin contacts correlates with upregulation of SASP and metabolic genes. These findings are consistent with previously reported genome-wide redistribution of MTC during senescence^10^.

HK2 is functionally important in modulating glycolysis^19^. Here, we unveiled a direct link between METTL3-mediated chromatin interactions and the upregulation of HK2 during senescence. HK2 upregulation was also observed in aged hepatocytes and other aged tissues. Mechanistically, HK2 metabolically increases purine metabolism during senescence, which is consistent with previously published evidence that senescent cells have higher HK2 activity, exhibit enhanced glycolysis and produce more ATP^17,18^. This finding also aligns with previous observations of elevated purine metabolism in aged drosophila^40^. Notably, senescent cells are not dividing. This suggests that the observed increase in purine metabolism and the associated production of ATP may play a role in maintaining the senescent status. Consistent with this notion, inhibition of HK2 triggers the death of senescent cells. This finding indicates that HK2-regulated purine metabolism could be a target for developing senolytics to eliminate senescent cells. In addition, ATP plays a key role in regulating the formation and dynamics of stress granules^33,41^. Indeed, we showed that the enzymatic activity of HK2 is required for formation of stress granules in senescent cells. Similar to HK2 inhibition, disruption of stress granules genetically by knocking down YTHDFs induces the death of senescent cells. Notably, the regulation of polymethylated m^6^A mRNAs by phase-separated stress granules only occurs in senescent but not proliferating cells. This is because despite the presence of polymethylated m^6^A mRNA, there is no stress granules in proliferating cells without senescence-associated metabolic reprogramming. Collectively, these findings support the key role of HK2-dependent metabolic reprogramming in preventing the death of senescent cells through inducing phase-separated stress granules.

We observed 5–8% phase-separated stress granules in senescent cells. There are several possibilities that may account for this relatively low percentage. For example, this could be due to the dynamic nature of stress granules assembly and the inherent heterogeneity among senescent cells^1,42^. In addition, it is possible that a higher frequency of these phase-separated events could be observed using more sensitive techniques^8,33^. However, the mechanism we discovered in the present study may be broadly applicable. For example, we showed that METTL3 and HK2 are necessary for formation of stress granules that are chemically induced in ~90% of cells. Regardless, these findings advanced our conceptual understanding by which senescent cells leverage phase-separated stress granules to counteract stress via metabolic reprogramming.

We showed that MTC transcriptionally upregulates *HK2*, which correlated with chromatin looping during senescence. Likewise, MTC transcriptionally promotes the SASP genes in an enzymatic activity-independent manner^10^. In addition, HK2 prevents the death of senescent cells by inducing the formation of phase-separated stress granules in an m^6^A-dependent manner. Thus, MTC coordinates two key phenotypes of senescence, namely the senescence-associated growth arrest and the SASP, by integrating its enzymatic activity -dependent and -independent functions. These results are consistent with the notion that metabolic needs and SASP are intimately linked^17^ and the MTC may represent one layer of the integration between these two phenotypes of senescent cells. In summary, our findings show that senescent cells employ phase-separated stress granules via METTL3-mediated HK2 upregulation to govern the senescence-associated stable growth arrest by preventing the death of senescent cells. This mechanism attributes to the coordination of both m^6^A-independent and -dependent functions of METTL3 during senescence.

## Methods

### Ethics

All animal procedures were performed by protocols and guidelines approved by the Institutional Animal Care and Use Committee (IACUC) at the Sanford Burnham Prebys (SBP) Medical Discovery Institute.

### Cell culture and senescence induction

IMR90 primary human diploid lung embryonic fibroblasts (ATCC, CCL-186) were cultured in DMEM medium supplemented with 10% fetal bovine serum (FBS), l-glutamine, sodium pyruvate, non-essential amino acids, sodium bicarbonate and 1% penicillin–streptomycin under low oxygen tension (2%). For the experiments, only IMR90 cells that had undergone 25–36 population doublings were used unless otherwise stated. Viral packing cells 293T (ATCC, CRL-3216) or Phoenix (a kind gift from Dr. Gary Nolan, Stanford University) was cultured in DMEM medium supplemented with 10% FBS and 1% penicillin–streptomycin. Mouse NIH 3T3 fibroblasts (a kind gift from Dr. Bin Tian of The Wistar Institute) were cultured in DMEM medium supplemented with 10% calf serum, sodium pyruvate, and 1% penicillin–streptomycin. Cell lines were authenticated at The Wistar Institute’s Genomics Facility using short-tandem-repeat DNA profiling. Regular mycoplasma testing was performed using PCR detection as previously described.

Induction of senescence by oncogenic BRAF^V600E^ was carried out using the previously described protocol^43^. For ER: RAS-induced senescence, IMR90 cells were infected with retrovirus containing a 4-hydroxytamoxifen (4-OHT)-inducible ER: RAS construct (pLNC-ER: Ras)^44^. After 2 weeks of selection with G418 (400 μg ml^−1^, Gibco), cells were maintained with a lower dose of G418 (200 μg ml^−1^) and treated with 4-OHT at a final concentration of 100 nM. Cells were then harvested on Day 6 to examine the expression of RAS and other senescence markers.

### Reagents, plasmids and antibodies

METTL3 inhibitor STM2457 was purchased from MCE (HY-134836), Cycloheximide was purchased from Thermofisher (J66901.03), and NAC was ordered from Sigma (A9165).

The pBABE-puro- BRAF^V600E^ and pBABE-puro-Empty plasmids were obtained from Addgene (#15269 and #1764). The template for HK2-3XFlag was a gift from Jason Cantor (Addgene plasmid # 163451). A PCR reaction was performed using primers that contained complementary sequences to the BamHI/EcoRI restriction enzyme sites, and the resulting PCR products were purified using a Zymo DNA purification kit (D4013). The purified PCR products were then ligated into a BamHI/EcoRI-digested PCDH-CMV vector (Addgene #72265) using the ClonExpress Ultra One Step Cloning Kit (Collagen C115-01) to obtain PCDH-CMV-HK2-3XFlag according to the manufacturer’s protocols. To generate the HK2-expressing plasmid that is resistant to HK2 KD, Mut Express II Fast Mutagenesis Kit V2 (C214) was used according to the manufacturer’s instructions. Site-specific mutation of HK2 enzymatic pocket (D209AD657A) was generated using the same kit. All plasmid construction and mutation sites were validated by Sanger sequencing. The following antibodies were purchased from the indicated suppliers. For HiChIP: anti-H3K27Ac (Abcam #4729); anti-METTL3 (Abcam #195352). For immunofluorescence, anti-YTHDF1 (Proteintech, #17479-1-AP; 1:150); anti-YTHDF2 (Abcam, #245129; 1:150); anti-YTHDF3 (Proteintech, #25537-1-AP; 1:150); anti-TIAR (BD biosciences, #610352; 1:150); Alexa Fluor 488 conjugated Goat anti-Rabbit IgG (H + L) Cross-Adsorbed Secondary Antibody (Thermo, A-11008; 1:200);, Alexa Fluor 568 conjugated Goat anti-Mouse IgG (H + L) Cross-Adsorbed Secondary Antibody (Thermo, A11004; 1:200). For western blots: anti-RAS (Becton Dickinson, # 610001; 1:1000); anti-p21 (Abcam, # 7960; 1:1000); anti-β-actin (CST #4967; 1:5000); anti-METTL3 (Abcam # 195352; 1:1000); anti-METTL14 (Sigma, #HPA038002; 1:1000); anti-HK2 (abcam, #209847; 1:1000), and anti-Flag (Sigma, #F1804; 1:2000).

### Retrovirus and lentivirus packaging and infection

Retrovirus was packaged using Phoenix cells as previously described^10^. Lentivirus particles were generated for genetic knockdown, over-expression, and rescue experiments. Briefly, HEK293T cells were co-transfected with lentivector-containing plasmids, including pLKO.shscramble (Addgene, #1864), pLKO.shMETTL3 (TRCN0000034715), pLKO.shMETTL14 (TRCN0000015936), pLKO.HK2-1 (TRCN0000037670), pLKO.HK2-2 (TRCN0000037671), pLKO.YTHDF1 (TRCN0000062768), pLKO.YTHDF2 (TRCN0000167813), pLKO.YTHDF3 (TRCN0000370250), pLKO.HK1-1 (TRCN0000037655), pLKO.HK1-2 (TRCN0000037657), shYTHDC1-1 (TRCN0000243987), shYTHDC1-2 (TRCN0000243989) along with the packaging plasmids pMD2.G and psPAX2 (Addgene #12260 and Addgene #12259) using the cationic polymer polyethylenimine (PEI) at a ratio of 1:3. After 48 and 72 h of transfection, the lentiviral particles were harvested from the culture supernatant by filtering through a 0.45 µm filter (Corning, 431220). The harvested lentivirus was aliquoted and stored at −80 °C until further use. Senescent IMR90 cells were infected with shRNA-encoding lentivirus with 8 μg/ml polybrene (Sigma, #28728-55-4). 2 μg/ml Puromycin selection was used to select knockdown cell lines for 48–72 h after transduction with lentiviral particles.

### HiChIP and loop calling

HiChIP was performed mainly according to an established procedure^15^. Briefly, 15 million of IMR90 cells were fixed in freshly made 1% formaldehyde at room temperature for 10 min followed by quenching with 125 mM glycine. Samples were lysed in ice-cold Hi-C lysis (10 mM Tris, pH 8, 10 mM NaCl, 0.2% IGEPAL CA-630 with protease inhibitors) buffer and digested with MboI (NEB, R1047) for 2 h at 37 °C. After 1 h of biotin dATP (Thermo, 19524016) incorporation, samples were ligated with T4 DNA ligase (NEB, M0202) at room temperature and ChIPped with H3K27Ac antibody (abcam, ab4729) or METTL3 antibody (abcam, ab195352) after sonication. IP samples were reversed-crossed, pulled down with streptavidin C1 beads (Invitrogen, 65001) and went through tagmentation by transposaseTn5 (Illumina, 20034198). Samples were amplified with certain cycle numbers according to qPCR with 5-cycle pre-amplified library. Libraries were purified through two-sided size selection with Ampure XP beads (Beckman Coulter, A63880) and were sequenced with 75-base pair-end reads on the Illumina NextSeq 500 platform. Raw fastq files were demultiplexed and HiC-Pro 3.1.0 was used to align the reads to the hg19 human genome as previously described. Reads were assigned to MboI restriction site and duplicated reads were removed. The following parameters were set: BOWTIE2_GLOBAL_OPTIONS = –very-sensitive, –end-to-end, –reorder, BOWTIE2_LOCAL_OPTIONS = –very-sensitive, –end-to-end, –reorder, GENOME_FRAGMENT = hg19_MboI.bed, LIGATION_SITE = GATCGATC. All other parameters were set as default. hichipper 0.7.7 was used for loop calling as previously described^45^. Library quality was determined, and chromatin loops were called using a restriction fragment-aware approach based on pre-determined narrow peaks. The narrow peak file of H3K27Ac ChIP-seq and METTL3 Cut&Run-seq were obtained from Gene Expression Omnibus (GEO; accession number GSE74328 and GSE141992). Following parameters were used: –peak-pad 700 –make-ucsc. All other parameters were set as default. Loops that passed FDR < 0.01 with at least 4 reads and FDR < 0.05 were considered significant for H3K27Ac HiChIP and METTL3 HiChIP, respectively.

For loop mapping to promoters and enhancers, promoters were defined as 1 kb upstream and downstream from TSS. All significant HiChIP interactions overlapped with promoters for either side were defined as Enhancer-Promoter interaction. For correlation analysis of gene expression with looping, the total number of significant HiChIP interactions in growing (EP#(growing)) and senescent IMR90 cells (EP#(senescent)) were counted for each gene. Log fold-change of the fastGRO-seq scores were compared with the difference of significant interactions (EP#(growing) - EP#(senescent)). To avoid the effect of outliers, 70 genes were randomly selected from the same EP#(growing) - EP#(senescent) group 200 times and the average log fold-change was plotted.

### Hi-C analyses

The Hi-C data for both growing and senescent IMR90 cells were downloaded from GSE118494 and processed as previously described^23^. Briefly, the paired reads were individually mapped to the hg19 human genome using Bowtie2 (version 2.2.9) with the iterative alignment approach. The aligned reads were assigned to MboI fragments. Redundant paired reads derived from PCR biases, aligned to repetitive sequences, or with low mapping quality (MapQ <30) were filter out. Additionally, paired reads originated from self-ligation and undigested products were also eliminated. The human genome was divided into non-overlapped 10-kb bins. Raw contact matrices were constructed by counting paired reads assigned to each pair of bins, and Hi-C biases in the contact matrices were corrected using the Iterative Correction and Eigenvector decomposition (ICE) method^46^. The ICE normalization was repeated 30 times. The ICE-normalized contact scores were used for heat maps, where the maximum intensity corresponded to the top 5% score.

### fastGRO-seq

fastGRO-seq was performed mainly based on the published procedure^16^. Briefly, 20 million IMR90 cells at each condition were washed with ice-cold PBS and incubated with cold swelling buffer (10 mM Tris, pH 7.5, 2 mM MgCl_2_, and 3 mM CaCl_2_ with 2 U/ml Superase-in) for 5 min on ice. Cells were washed with GSB buffer (swelling buffer + 10% glycerol with 2 U/ml Superase-in) and lysed in lysis buffer (10 mM Tris pH 7.5, 2 mM MgCl_2_, 3 mM CaCl_2_, 10% glycerol, 1%l Igepal (NP-40), 2 U/ml Superase-in). Isolated nuclei were washed twice with cold lysis buffer and were frozen in freezing buffer (50 mMTris-HCL pH 8.0, 40% glycerol, 5 mM MgCl_2_, 0.1 mM EDTA) at −80 °C. Drosophila spike-in nuclei were added to thawed nuclei before use. Freshly prepared and pre-warmed 2X Nuclear run-on buffer (10 mM Tris-HCl pH 8, 5 mM MgCl_2_, 300 mM KCl, 1 mM DTT, 500 mM ATP, 500 mM GTP, 500 mM 4-thio-UTP, 2 mM CTP, 200 U/ml Superase-in, 1% Sarkosyl (N-Laurylsarcosine sodium salt solution)) was added and incubated for 7 min at 30 °C for the nuclear run-on. RNA was extracted and purified with TRIzol LS reagent (Invitrogen) and ethanol precipitation. Nuclear run-on RNA was then fragmented with a UCD-200 Bioruptor for 1–5 cycles of 30 s ON/30 s OFF at high settings. Fragmented RNA was incubated at 65 °C for 10 min then on ice for 5 min to ensure full exposing of 4-thio-UTP. Biotinylated solution (20 mM Tris pH 7.5, 2 mM EDTA pH 8.0, 40% dimethylformamide, 200 mg/ml EZ-link HPDP Biotin (Thermo Scientific)) was added to the fragmented RNA for 2 h at room temperature with shaking at 100 g. Followed by ethanol precipitation, the biotinylated RNA was pulled down by streptavidin M280 beads (Invitrogen). 4-thio-UTP labeled RNA was eluted in 100 mM DTT and purified through RNA Clean and Purification kit (Zymo Research). Genomic DNA was eliminated through in-column DNase procedure. Purified RNA was used to constructed RNA sequencing libraries using the NEBNext Ultra II Directional RNA Library Prep kit (New England Biolabs) and was sequenced on the Illumina NextSeq 500 system. Reads were aligned to the hg19 human genome and were processed and analyzed as previously described^16^. Bam files were normalized based on the drosophila spike-in RNA among each group and bigwig files were generated with deeptools 3.3.1. For average density analysis, deeptools was used to extract read densities, then mean density profiles were generated with R 4.2.0. using ggplot2^47^. For differential gene expression analysis, HOMER 4.10 was used to calculated RPKM (Reads Per Kilobase of transcript per Million fragments mapped) and DESeq2 1.12.3 was used to estimate the significance of differential gene expression among groups.

### Low-input KAS-seq

Low-input KAS-seq was performed mainly based on the published protocol^21^. Briefly, 10,000 IMR90 cells were incubated in media with 5 mM N_3_-kethoxal for 10 min at 37 °C. Cells were pelleted and labeled genomic DNA (gDNA) was extracted by using Quick gDNA mini plus kit (Zymo, D4068). DNA was eluted with 25 mM K_3_BO_3_ (pH 7.0) and went through click reaction with 20 mM DBCO-PEG4-biotin (sigma 760749) in PBS solution. RNase A (Thermo, 12091039) was added and biotinylated gDNA was fragmented by Tn5 transposase (Illumina) at 37 °C for 30 min. Fragmented DNA was purified and eluted by DNA Clean & Concentrator-5 kit (Zymo, D4013) and was pulled down by streptavidin C1 beads (Invitrogen, 65001). DNA-conjugated beads and corresponding inputs were used for library construction by using index primers and purified by two-sided size selection with Ampure XP beads (Beckman Coulter, A63880). Generated library was sequenced in a 75-bp single-end mode on the Illumina NextSeq 500 platform and raw reads were demultiplexed. Reads were trimmed using trim-galore and low-quality reads or duplicates were removed. Aligned reads were extended to 150 bp to fit the average length of DNA fragments from the KAS-seq libraries. Bedtools were used to convert Bam files to bed files and bedGraph files. Bigwig files were generated by using ucsc-bedgraphtobigwig tools. MACS2 was used to call KAS-seq peaks using the following parameter: –broad -g hs –broad-cutoff 0.01 -q 0.01. All other parameters were set as default.

### ATAC-seq analyses

All procedures were performed by protocols and guidelines approved by the IACUC at the SBP Medical Discovery Institute. The mice were housed in a controlled environment with a 12-h light/dark cycle, while the ambient temperature was maintained at 22–23 °C with 40–60% humidity. Male young C57BL/6N (5-month-old, *n* = 5) and aged C57BL/6J (21-month-old, *n* = 5) mice were obtained from Charles River facility and fed by Teklad Gloabal 18% Protein Rodent diet (Inotiv/Envigo, ref 2018). Liver ATAC-seq were performed as previously described^48^. Briefly, whole liver was excised and maintained on ice cold DMEM and nuclei were isolated while tissue was fresh. Tagmentation was conducted for 30 min at 37 °C followed by DNA isolation and library preparation. For data analyses, reads were mapped to the mm10 mouse genome with Ensemble gene information. HOMER was used for peak calling, bigwig generation and peak counts quantification. 146,684 unique sites with significant peak in at least one sample were identified. DEseq2 was used with raw counts to estimate the significance between groups. Sites with at least one group showing peaks in all four replicates were considered.

### Hepatocytes RNA-sequencing analyses

All procedures were performed by protocols and guidelines approved by the IACUC at the SBP Medical Discovery Institute. Hepatocytes RNA from male young C57BL/6N (5-month old, *n* = 5) and aged C57BL/6J (21-month-old, *n* = 5) mice were extracted as previously described^49,50^. For data analyses, raw read quality was checked using FastQC v0.10.0. and reads were trimmed with a threshold quality score >20 using Trimgalore v0.3.0. Trimmed reads were then aligned to mm9 using bowtie2. Duplicated reads were marked using Picard Tools v1.98. Peaks were called using macs2 with parameter –nomodel.

### Western blot

Total protein extracts were prepared from indicated samples using RIPA buffer (50 mmol/L Tris-HCl (pH 8.0), 150 mmol/L NaCl, 1% Triton X-100, 0.5% sodium deoxycholate, 0.1% SDS, and 1 mmol/L phenylmethylsulfonyl fluoride) on ice for 20 min. Protein concentration was determined using a BCA protein assay kit (Pierce #23225). Equal amounts of protein samples (10–30 μg) were separated by SDS-PAGE using 8–15% polyacrylamide gels and transferred onto nitrocellulose membranes (Millipore). The membranes were blocked with 4% BSA (Sigma-Aldrich) in TBST buffer (Tris-buffered saline with 0.1% Tween-20) for 1 h at room temperature, and then incubated with specific primary antibodies against the target proteins of interest overnight at 4 °C. The membranes were washed three times with TBST buffer for 8 min each, followed by incubation with horseradish peroxidase-conjugated secondary antibodies (CST, anti-rabbit #7074 and anti-mouse #7076) for 1 h at room temperature. Protein bands were detected using the Dura Extended Duration Substrate (Thermofisher, # 34075).

### Quantitative real-time PCR (qPCR)

Total RNA was extracted from cells using the Zymo Quick-RNA™ MiniPrep Kit (R1054) according to the manufacturer’s instructions. RNA concentration and purity were determined using a NanoDrop One spectrophotometer (Thermo Fisher Scientific). Complementary DNA (cDNA) was synthesized from 1 μg of total RNA using the SuperScript™ VILO™ cDNA Synthesis Kit (Thermo Fisher Scientific, #11754050). qPCR was performed using iTaq Universal SYBR Green Supermix (Bio-Rad, #1725121) and run on the QuantStudio 7 Flex Real-Time PCR System. The cycling conditions included an initial denaturation at 95 °C for 3 min, followed by 40 cycles of denaturation at 95 °C for 10 s, annealing at 60 °C for 30 s, and extension at 72 °C for 30 s. The specificity of the PCR products was confirmed by melting curve analysis. Gene expression levels were normalized to the geometric mean of reference gene (GAPDH) using the comparative Ct (ΔΔCt) method, and fold changes were calculated using the 2^−ΔΔCt^ method. List of primers used in the present study is included in Supplementary Data 1.

### Metabolic tracing and measurements

Stable isotope tracer analysis using [^13^C_6_]-glucose was conducted with three biologically independent experiments at groups including control proliferating cells, RAS-induced senescent cells via 4-OHT with control shRNA (shControl), senescent cells with shRNA targeting HK2 (shHK2), senescent cells with shRNA targeting HK2 (shHK2) and rescued with wildtype Flag-HK2, and senescent cells with shRNA targeting HK2 (shHK2) and rescued with mutant Flag-HK2. The experiments were performed by seeding cells at a density of 3 × 10^5^ cells per 6 cm dish and incubating them with 25 mM [^13^C_6_]-glucose tracer in glucose-free medium for 30 min. Following incubation, the cells were washed with chilled PBS and incubated with 500 µl of extraction solution (80:20 v/v methanol/water) at 4 °C for 5 min. Next, cells were scraped with a polypropylene cell scraper and the extraction solution from each sample was collected, vortexed, and incubated on dry ice for at least 30 min. Then, each sample was centrifuged at maximum speed at 4 °C for 10 min, and the resulting supernatant was used for analysis. Metabolite measurements were normalized based on the protein concentration in the protein pellets (Pierce BCA protein assay kit; # 23250). A sample pool was generated by mixing equal volumes of all extracts from unlabeled samples. LC–MS metabolite flux analysis was performed on a Thermo Scientific Q Exactive HF-X mass spectrometer equipped with heated electrospray ionization (HESI) II probe and coupled to a Thermo Scientific Vanquish UHPLC system. A Millipore SeQuant ZIC-pHILIC 2.1-mm i.d × 150 mm column with a gradient elution method was employed to separate the metabolites. The MS analysis of all samples was performed in full-scan, polarity-switch mode. The unlabeled sample pool was also analyzed by data-dependent MS/MS in positive and negative modes. The mass spectrometer was operated with a spray voltage set at 3.5 kV in positive ion mode and 3.2 kV in negative ion mode. The heated capillary and HESI probe were set at 325 °C and 350 °C, respectively, with the S-lens RF level set at 40. The gas settings for sheath, auxiliary, and sweep were 40, 10, and 2 units, respectively. Full MS scans were acquired for the top 10 highest abundance ions at a resolution of 15,000 with an AGC target of 5E4, a maximum IT of 50 ms, an isolation width of 1.0 *m/z*, and a stepped normalized collision energy of 20, 40, and 60. Annotation and quantitation of metabolites and carbon isotopologues with natural isotope abundance correction were performed using Compound Discoverer 3.3 software (Thermo Scientific).

### Immunofluorescence

For immunofluorescence staining, cells on coverslips were washed by phosphate-buffered saline (PBS) twice and fixed with 3.7% paraformaldehyde for 12 min at room temperature. The samples were washed twice with PBS and permeabilized with 0.2% Triton X-100 in PBS for 15 min. Following the PBS wash, the samples were blocked with 3% bovine serum albumin (BSA) in PBS for 20 min at room temperature and then incubated with the primary antibody diluted in dilution buffer (1% BSA in PBS) overnight at 4 °C. The next day, the samples were washed three times with PBST and probed with an Alexa Fluor-conjugated secondary antibody diluted in dilution buffer for 1 h at room temperature. The cells or tissues were washed and stained with 1 μg/ml 4,6-diamidino-2-phenylindole (DAPI) for 5 min at room temperature. After three washes with PBST, the coverslips or slides were mounted with an Prolong Gold anti-fade mountant (Thermofisher, #P36930) and imaged using a high-resolution confocal microscope (Leica TCS SP5 II).

### Colony formation assay

Cells were seeded in 24-well plates and cultured for 10 days before staining with 0.05% crystal violet for visualization. The cells were then washed with PBS and air-dried before being imaged using a high-resolution scanner. Images were processed using ImageJ software to quantify the integrated density of the stained cells.

### Flow cytometry

The cell-permeable SPiDER β-gal (Dojindo) was used for detection of senescent β-gal activity as instructed by the manufacturers’ manual. Briefly, 5 × 10^5^ cells of each sample were washed with Hanks’ HEPES buffer twice and incubate at 37 °C for 15 min with 1 μmol/l SPiDER β-gal working solution. Following the incubation, LIVE/DEAD™ Fixable Near-IR Dead Cell Stain Kit (ThermoFisher L34975) was used to stain live or dead cells at RT for 15 min with protection from light. Cell suspensions were analyzed by flow cytometry using channels of FITC and Near-IR respectively.

### 3C-qPCR

The 3C-qPCR assays were performed following a previously described protocol^10^. Briefly, five million cells were fixed with 1% formaldehyde in fresh medium for 8 min at room temperature and quenched with 0.2 M glycine for 10 min. The cells were lysed in cold Hi-C lysis buffer (10 mM Tris pH 8.0, 10 mM NaCl, 0.2% IGEPAL CA-630, cOmplete protease inhibitor cocktail (Roche, # 11697498001)) for 15 min, followed by a wash with 500 μl cold lysis buffer. The cell pellet was resuspended in 500 μl 0.5% SDS and incubated at 62 °C for 10 min with shaking. Then, 150 μl water and 25 μl of 10% Triton X-100 were added to quench the SDS, and the samples were incubated at 37 °C for 15 min with shaking. Next, 25 μl 10× NEBuffer2 and 100 U Mbo I were added to digest the chromatin overnight at 37 °C with shaking. Following inactivation of the Mbo I at 62 °C for 20 min, the ligation was performed at room temperature for 4 h with shaking by adding 750 μl ligation master mix (100 μl of 10×NEB T4 DNA ligase buffer, 80 μl of 10% Triton X-100, 10 μl BSA (10 mg ml−1), 5 μl T4 DNA ligase (400 U μl^−1^), and 555 μl water). After centrifugation at 10,000 r.p.m. for 5 min, reverse cross-linking was performed at 65 °C for at least 4 h. The DNA was then purified by phenol–chloroform extraction and ethanol precipitation. Finally, qPCR was performed using iTaq Universal SYBR Green Supermix (Bio-Rad, #1725121) and run on the QuantStudio 7 Flex Real-Time PCR System. The data were analyzed using the comparative Ct method. List of primers used in the present study is included in Supplementary Data 1.

### Polysome profiling

Polysome profiling was performed according to the protocol described previously^51^. Briefly, 3 × 10^7^ cells were washed with ice-cold PBS containing 100 mg ml^−1^ cycloheximide, harvested, and suspended in hypotonic buffer (10 mM HEPES pH 7.9, 1.5 mM MgCl2, 10 mM KCl, 200 U ml^−1^ SUPERaseIn RNase inhibitor, 1× protease inhibitor cocktail, and 0.5 mM dithiothreitol). The cells were then incubated on ice for 30 min and centrifuged at 14,000 *g* for 10 min to remove the nuclear pellet. The resulting supernatant was loaded onto a 10 ml 10–50% sucrose gradient in a polyallomer tube containing 20 mM HEPES–KOH pH 7.5, 15 mM MgCl_2_, 80 mM KCl, 2 mM dithiothreitol, and 100 mg ml^−1^ cycloheximide, and centrifuged in a TH-641 rotor (Thermo Fisher) at 19,000 *g* at 4 °C for 2 h. The gradient was fractionated using a system consisting of a syringe pump (Harvard Apparatus model 11), a density gradient fractionator (Brandel), and an ISCO UA-6 UV/VIS detector. Polysome-free, monosome, and polysome fractions were separated based on their UV-light absorbance. The monosome and polysome fractions were incubated with 25 mM EDTA (pH 8.0), 10 mM Tris–HCl (pH 7.0), and 1% SDS at 65 °C for 5 min. The RNA was then extracted with phenol–chloroform and ethanol precipitation. cDNA was obtained and qPCR was performed following the abovementioned protocols.

### Quantification of N6-methyladenosine (m^6^A) in RNA

The m^6^A RNA methylation status was detected using total RNA (200 ng) isolated from samples with or without treatment of the METTL3 inhibitor STM2457 (2.5 μM) by the EpiQuik m^6^A RNA Methylation Quantification Kit (Colorimetric) according to the manufacturer’s protocols. Absorbance signals were measured on a microplate reader at 450 nm, and m^6^A RNA methylation levels were determined through background extraction.

### Measurement of ATP and inosine detection

ATP levels were detected in the indicated conditions using the ATP Luminescence Assay Kit (Dojindo laboratories) following the manufacturer’s protocols. Inosine levels were measured under the indicated conditions by Inosine Quantification Assay Kit (ab126286) based on the manufacturer’s procedures. Fluorescent signals were read at Ex/Em = 535/587 nm on a microplate reader.

### Statistics and reproducibility

Results are representative of a minimum of three biologically independent experiments with data expressed as mean ± standard deviation of the mean (SD) unless stated otherwise. Statistical analyses were conducted using GraphPad Prism 7 (GraphPad) or R 4.2.0. The significance of differences between groups was determined using a two-tailed unpaired Student’s *t* test, and *P* values < 0.05 were considered statistically significant unless otherwise stated.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

### Source data

Source Data

## Data Availability

HiChIP-seq, fastGRO–seq, KAS-seq, ATAC-seq, and RNA-seq data and processed files generated in this study have been deposited in the GEO under the accession number GSE243047 (HiChIP-seq, fastGRO–seq, and KAS-seq), GSE243630 (ATAC-seq), and GSE243906 (RNA-seq). In addition, publicly available dataset such as GSE74328 (H3K27Ac ChIP-seq), GSE141992 (METTL3 and METTL14 Cut&Run-seq), GSE141993 (m^6^A-seq), GSE141994 (RNA-seq), GSE197017 (mouse skeletal muscle tissue scRNA-seq), GSE118494 (Hi-C), and CRA005942 (primates m^6^A-seq) were obtained from GEO. Metabolomics raw data has been deposited to Metabolomics Workbench (study_id: ST003182 [10.21228/M8NQ82])^52^. Spectral data for relevant metabolomics can be found in Supplementary Data 2. Source data are provided with this paper.

# Supplementary material for: METTL3-mediated chromatin contacts promote stress granule phase separation through metabolic reprogramming during senescence
**Source:** Nat Commun. 2024 Jun 26;15:5410. doi: 10.1038/s41467-024-49745-5
**Supplement:** Supplementary file 1 — Supplementary Information

**METTL3-mediated chromatin contacts promote stress granule phase separation through metabolic reprogramming during senescence**

**Chen et al., Supplementary Information**

**Supplementary Table 1 | The number of intra-chromosome loops based on H3K27Ac HiChIP at indicated conditions.**

| <b>Category</b>                                      | <b>Control</b> | <b>Sen/shControl</b> | <b>Sen/shMETTL3</b> | <b>Sen/shMETTL14</b> |
|------------------------------------------------------|----------------|----------------------|---------------------|----------------------|
| <b>Valid Intra-chromosomal interactions &lt; 5Kb</b> | 1600348        | 1632385              | 2018608             | 2520297              |
| <b>Valid Intra-chromosomal interactions 5Kb-2Mb</b>  | 10740250       | 8548989              | 12107137            | 17792516             |
| <b>Valid Intra-chromosomal interactions &gt; 2Mb</b> | 3800054        | 3495911              | 4502529             | 7009019              |

**Supplementary Table 2 | Overlapped 38 genes for Venn Diagram as in Fig. 1d.**

| <b>Number</b> | <b>RefseqID</b> | <b>Gene Symbol</b> |
|---------------|-----------------|--------------------|
| 1             | NM_000189       | <i>HK2</i>         |
| 2             | NM_000576       | <i>IL1B</i>        |
| 3             | NM_000584       | <i>CXCL8</i>       |
| 4             | NM_000641       | <i>IL11</i>        |
| 5             | NM_000758       | <i>CSF2</i>        |
| 6             | NM_000921       | <i>PDE3A</i>       |
| 7             | NM_000963       | <i>PTGS2</i>       |
| 8             | NM_001034841    | <i>ITPRIPL2</i>    |
| 9             | NM_001098672    | <i>HEPHL1</i>      |
| 10            | NM_001145368    | <i>PTPN3</i>       |
| 11            | NM_001150       | <i>ANPEP</i>       |
| 12            | NM_001205019    | <i>GK</i>          |
| 13            | NM_001271213    | <i>SQOR</i>        |
| 14            | NM_001277742    | <i>CYP26B1</i>     |
| 15            | NM_001282485    | <i>PRKG2</i>       |
| 16            | NM_001718       | <i>BMP6</i>        |
| 17            | NM_001898       | <i>CST1</i>        |
| 18            | NM_002006       | <i>FGF2</i>        |
| 19            | NM_002090       | <i>CXCL3</i>       |
| 20            | NM_002422       | <i>MMP3</i>        |
| 21            | NM_002425       | <i>MMP10</i>       |
| 22            | NM_002426       | <i>MMP12</i>       |
| 23            | NM_002993       | <i>CXCL6</i>       |
| 24            | NM_002994       | <i>CXCL5</i>       |
| 25            | NM_004079       | <i>CTSS</i>        |
| 26            | NM_004267       | <i>CHST2</i>       |
| 27            | NM_007036       | <i>ESM1</i>        |
| 28            | NM_012413       | <i>QPCT</i>        |
| 29            | NM_020820       | <i>PREX1</i>       |
| 30            | NM_024524       | <i>ATP13A3</i>     |
| 31            | NM_130830       | <i>LRRC15</i>      |
| 32            | NM_139072       | <i>DNER</i>        |
| 33            | NM_178031       | <i>TMEM132A</i>    |
| 34            | NM_178429       | <i>LCE2C</i>       |
| 35            | NM_198041       | <i>NUDT6</i>       |
| 36            | NR_046035       | <i>CXCL1</i>       |
| 37            | NR_132768       | <i>SNORA86</i>     |
| 38            | NR_152420       | <i>FBXL21</i>      |

**Supplementary Table 3 | The number of intra-chromosome loops based on METTL3 HiChIP at indicated conditions.**

| <b>Category</b>                                      | <b>Control</b> | <b>Senescence</b> |
|------------------------------------------------------|----------------|-------------------|
| <b>Valid Intra-chromosomal interactions &lt; 5Kb</b> | 1710479        | 1668949           |
| <b>Valid Intra-chromosomal interactions 5Kb-2Mb</b>  | 10818425       | 8894510           |
| <b>Valid Intra-chromosomal interactions &gt; 2Mb</b> | 4105769        | 4514028           |

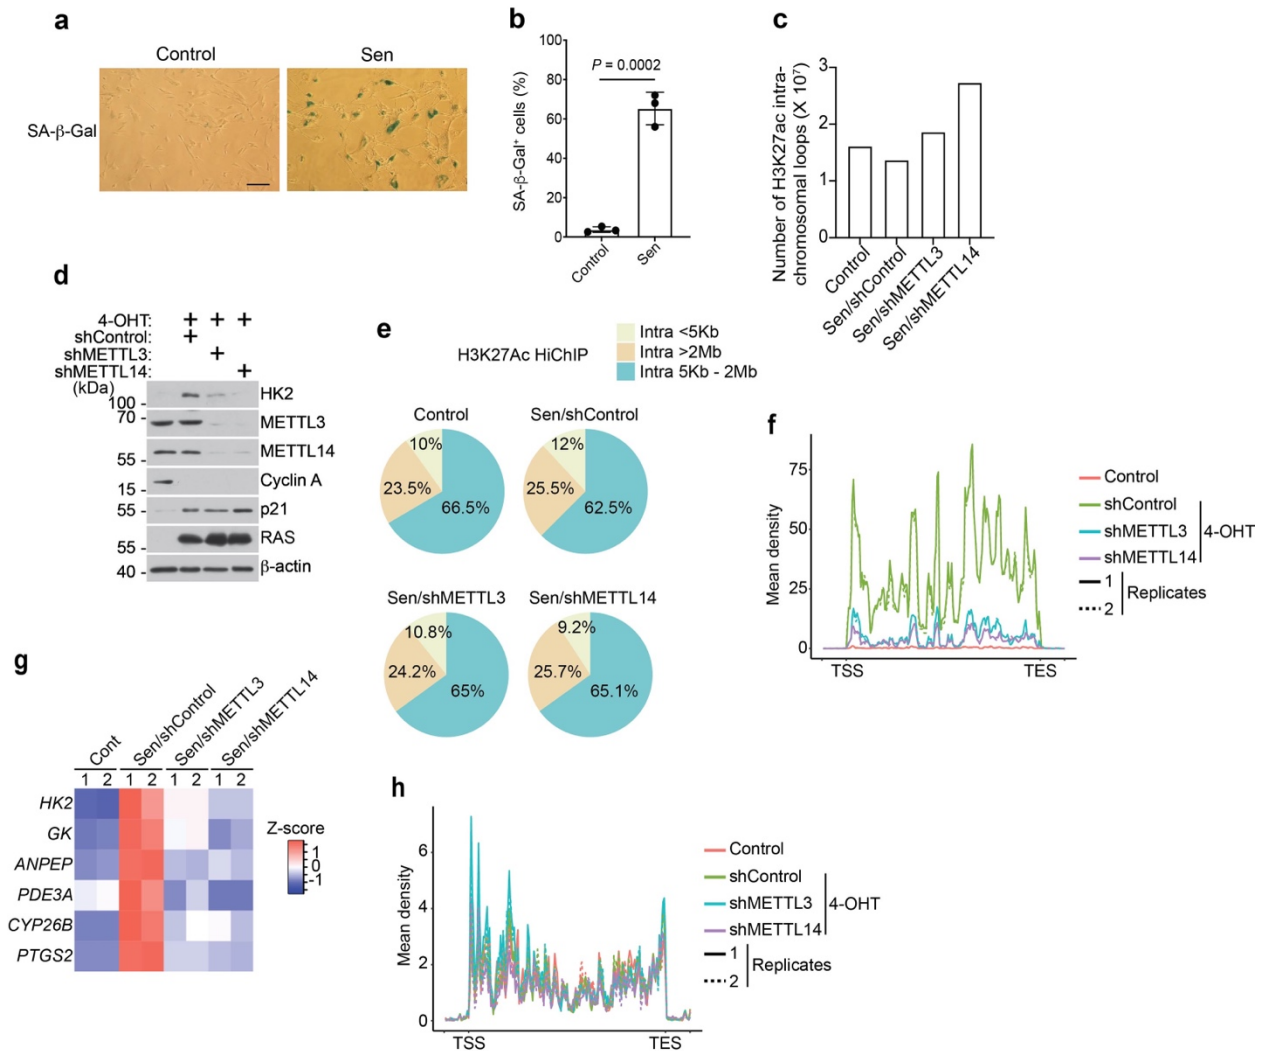

**Supplementary Fig. 1 | SASP and metabolic genes are transcriptionally regulated by MTC.** **a**, SA-β-Gal (beta Galactosidase) staining in Control and Senescent (Sen) cells, indicating sufficient induction of cellular senescence by 4-OHT. Scale bar, 50 μm. **b**, Quantification of SA-β-Gal positive cells as shown in **a**. **c**, Numbers of intra-chromosomal paired-end tags (PETs) from H3K27ac HiChIP were compared across indicated conditions. **d**, Western blot showing the expression of the indicated proteins under indicated conditions. **e**, Pie diagram revealed the distribution of intra-chromosome interactions from H3K27ac HiChIP at indicated conditions. **f**, Mean density profiles of fastGRO reads for SASP genes under indicated conditions. **g**, Heatmap revealed expression profiles for metabolic genes such as *HK2*, *GK*, *ANPEP*, *PDE3A*, *CYP26B*, and *PTGS2* at indicated conditions. Red represents higher expression, while blue represents lower expression, **h**, Mean density profiles of fastGRO reads for top expressed 40 genes under indicated conditions. Source data are provided as a Source Data file.

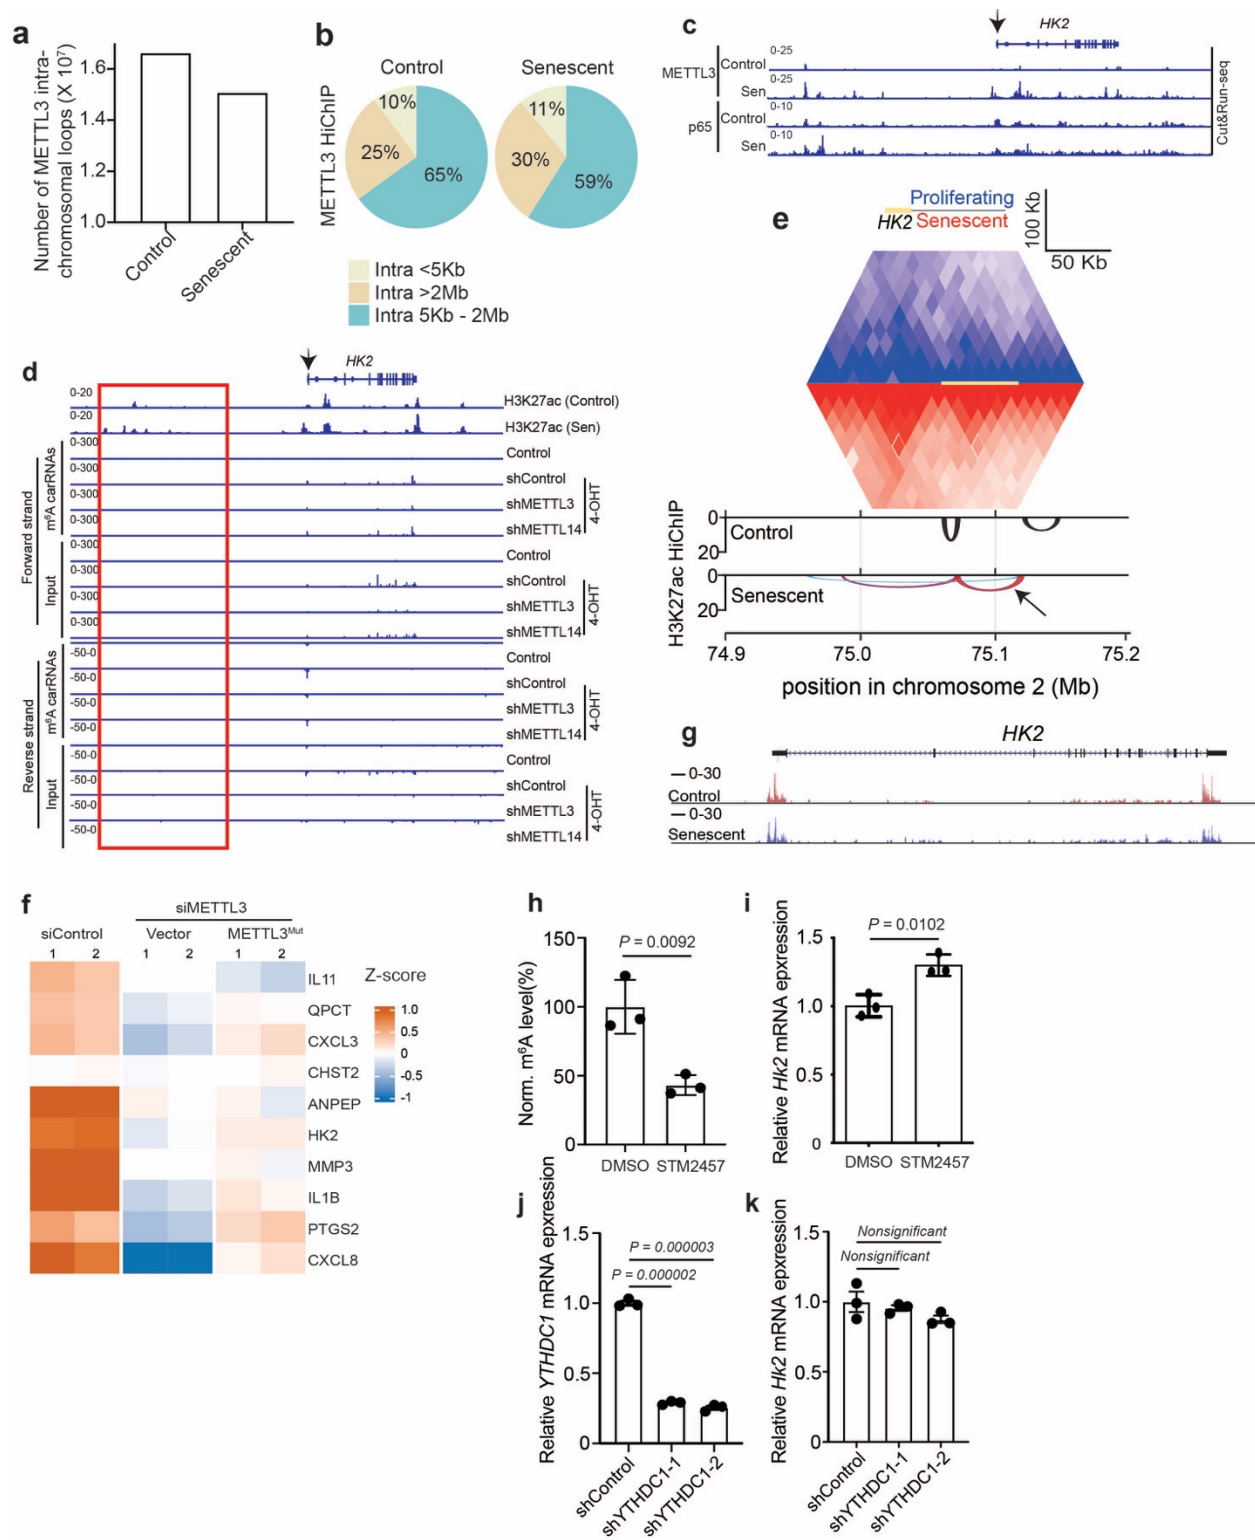

**Supplementary Fig. 2 | HK2 is upregulated by MTC in senescence.** **a**, Numbers of intra-chromosomal paired-end tags (PETs) from METTL3 HiChIP were compared across indicated conditions. **b**, Pie diagram revealed the distribution of intra-chromosome interactions from METTL3 HiChIP at indicated conditions. **c**, Tracks of publicly available METTL3 Cut&Run-seq and p65 Cut&Run-seq ([GSE141992](https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE141992)) [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE141992>] showing peaks along *HK2* genomic region in RAS-induced senescent cells and proliferating control cells. Arrow indicates the transcription start site (TSS) of *HK2*. **d**, m<sup>6</sup>A tracks along *HK2* genomic loci for both forward and reverse strands. Boxes indicated H3K27ac modification sites in control and senescent cells used to identify the regulatory chromatin region. **e**, Hi-C interaction frequency heatmap in senescent cells (below) compared to proliferating cells (upper) at a 10 kb resolution. Analysis was performed based on publicly available dataset ([GSE118494](https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE118494)) [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE118494>]. Rectangles point to the potential chromatin contacts of *HK2*. Hi-C interactions was aligned to the loop formation from H3k27Ac HiChIP. **f**, Heatmap showing relative expression of 10 MTC-regulated genes depicted in Fig. 1g under indicated conditions. Red represents higher expression, while blue represents lower expression. **g**, Tracks of publicly available m<sup>6</sup>A-seq ([GSE141993](https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE141993)) [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE141993>] shows the distribution of peak signals within *HK2* genomic locus in control and senescent cells. The m<sup>6</sup>A signal was normalized to the corresponding input and the relative fold change is shown. **h**, Measurement of m<sup>6</sup>A levels in senescent cells treated with DMSO or 2.5  $\mu$ M METTL3 inhibitor (STM2457) for 48 hrs. **i**, Quantitative reverse transcription polymerase chain reaction (RT-qPCR) analysis of *HK2* expression level in senescent cells treated with DMSO or 2.5  $\mu$ M METTL3 inhibitor (STM2457). **j-k**, RT-qPCR analysis of *YTHDC1* (**j**) and *HK2* (**k**) expression level in senescent cells upon *YTHDC1* knockdown. Data represent the mean  $\pm$  SD of n=3 biological independent experiments. *P* values were calculated using a two-tailed Student's *t*-test (**e**). Source data are provided as a Source Data file.

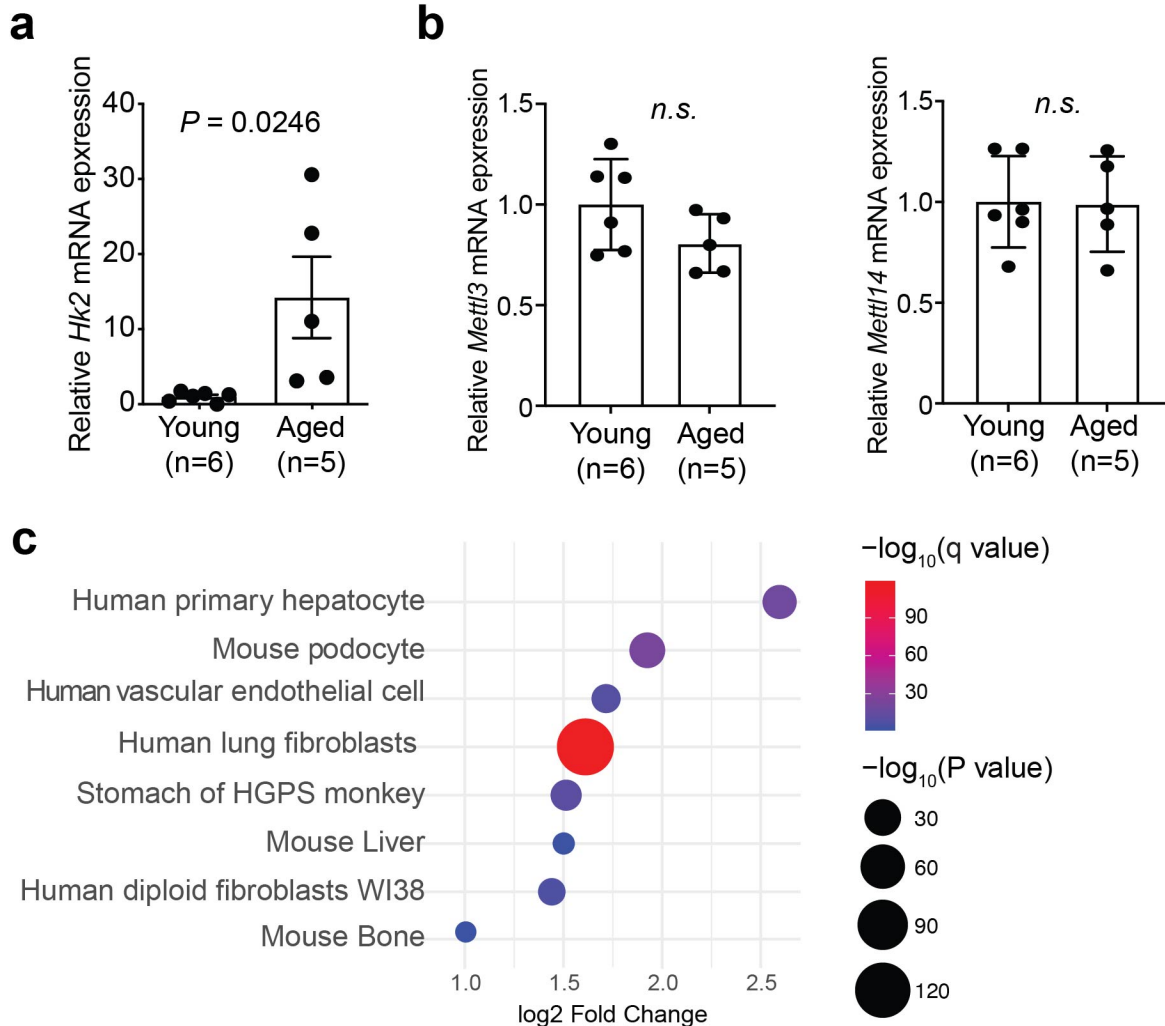

**Supplementary Fig. 3 | *Hk2* is upregulated in old hepatocytes than the young.** **a**, Normalized Fragments Per Kilobase of transcript per Million mapped reads (FPKM) values of *Hk2*, from RNA-seq data of young (n=6) and aged (n=5) hepatocytes. **b**, Normalized Fragments Per Kilobase of transcript per Million mapped reads (FPKM) values of *Mettl3* and *Mettl14*, from RNA-seq data of young (n=6) and aged (n=5) hepatocytes. **c**, Analysis of expression level of *HK2* (or *Hk2*) among different kinds of cells (senescent compared to proliferating) and tissues (aged compared to young) was performed through RNA-seq examination via Aging Atlas. *P* values were calculated using a two-tailed Student's *t*-test (**a**, **b**). Source data are provided as a Source Data file.

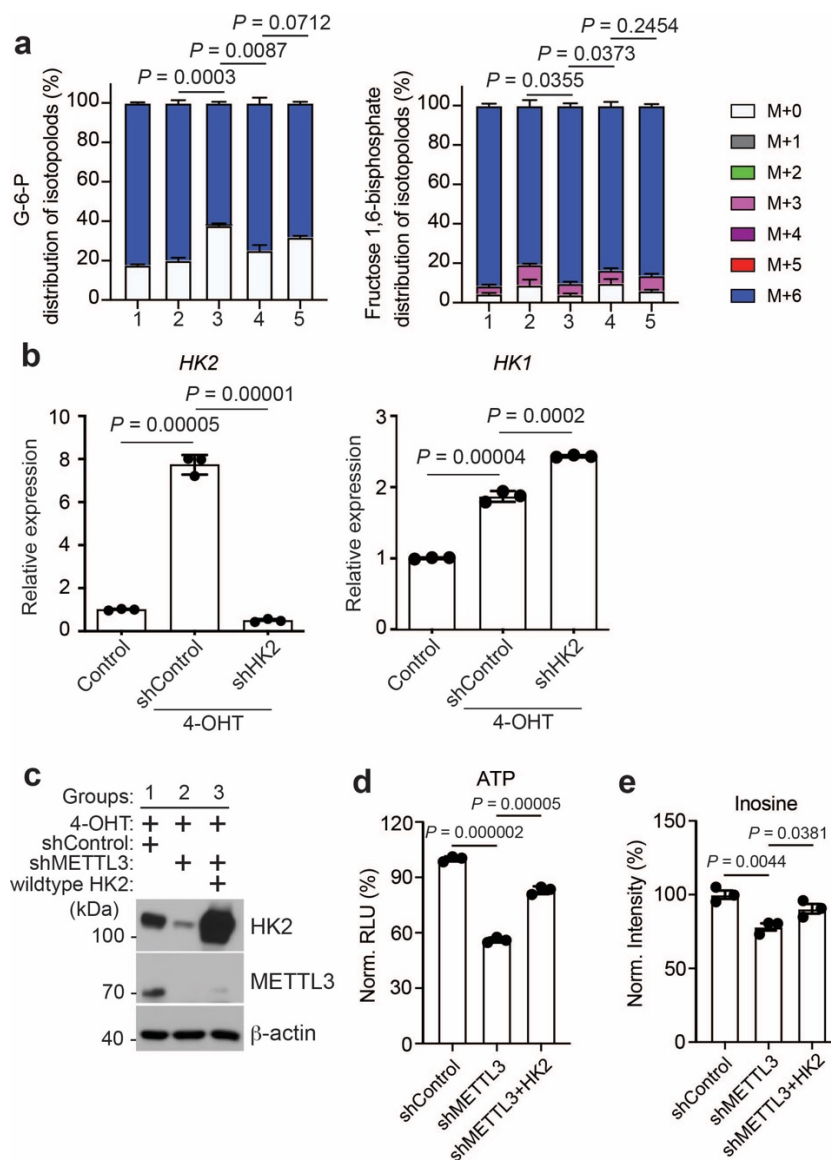

**Supplementary Fig. 4 |  $^{13}\text{C}$  Glucose isotope tracing reveals activated purine metabolism that can be regulated by HK2 in senescence.** **a**,  $^{13}\text{C}$  Glucose isotope tracing reveals fractional distribution of isotopologues for Glucose-6-phosphate (G-6-P) and Fructose 1,6-bisphosphate. 1, control proliferating cells. 2, RAS-induced senescent cells via 4-OHT with control shRNA (shControl). 3, senescent cells with shRNA targeting HK2 (shHK2). 4, senescent cells with shRNA targeting HK2 (shHK2) and rescued with wildtype Flag-HK2. 5, senescent cells with shRNA targeting HK2 (shHK2) and rescued with mutant Flag-HK2. **b**, RT-qPCR analysis of *HK2* and *HK1* expression level was performed in proliferating and senescent with or without HK2 KD. Data represent mean  $\pm$  SEM (**a**) or SD (**b**) of  $n=3$  biologically independent experiments. **c**, Western blot showing the expression of the indicated proteins under indicated conditions. **d-e**, ATP and inosine intracellular levels were measured under indicated conditions. Data represent mean  $\pm$  SD of  $n=3$  biologically independent experiments.  $P$  values were calculated using a two-tailed Student's  $t$ -test (**a**, **b**). Source data are provided as a Source Data file.

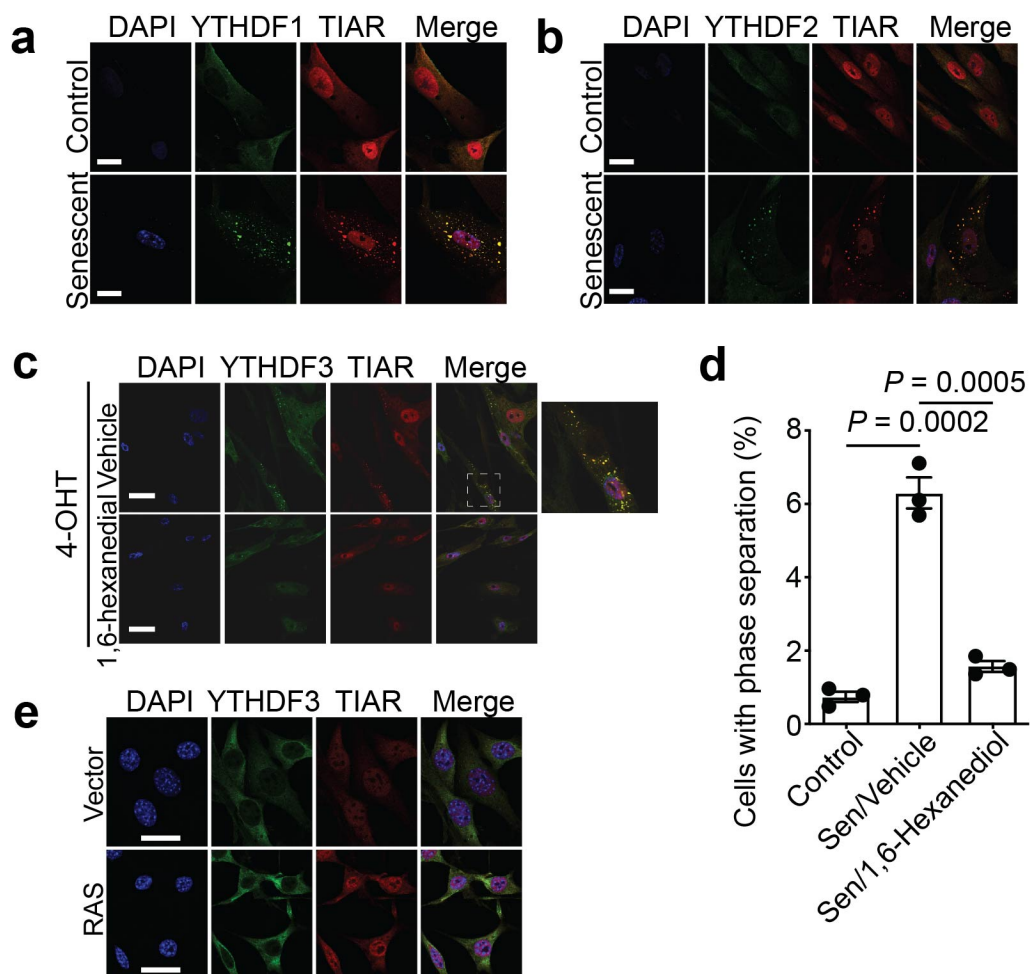

**Supplementary Fig. 5 | Phase separation occurs in senescence.** **a-b**, IF of control and RAS-induced senescent cells with antibodies targeting YTHDF1 (**a**) or YTHDF2 (**b**) and TIAR. **c**, IF of senescent cells with antibodies targeting YTHDF3 and TIAR with or without 7.5% 1,6-hexanediol treatment for 5 min. Rectangle represented the area that was shown on the right with 4X magnification, showing cases of phase separation. **d**, Quantification of the percentage of cells with phase separation events at indicated conditions was determined ( $n > 200$  cells over three independent experiments).  $P$  values were calculated using a two-tailed Student's  $t$ -test. Error bars represent mean with SD. **e**, IF of control and RAS-induced NIH-3T3 transformed cells with antibodies targeting for YTHDF3 and TIAR. DAPI counterstaining was used to visualize the nuclei (**a**, **b**, **c**, **e**). Scale bars, 20  $\mu$ m (**a**, **b**, **c**) and 25  $\mu$ m (**e**). Source data are provided as a Source Data file.

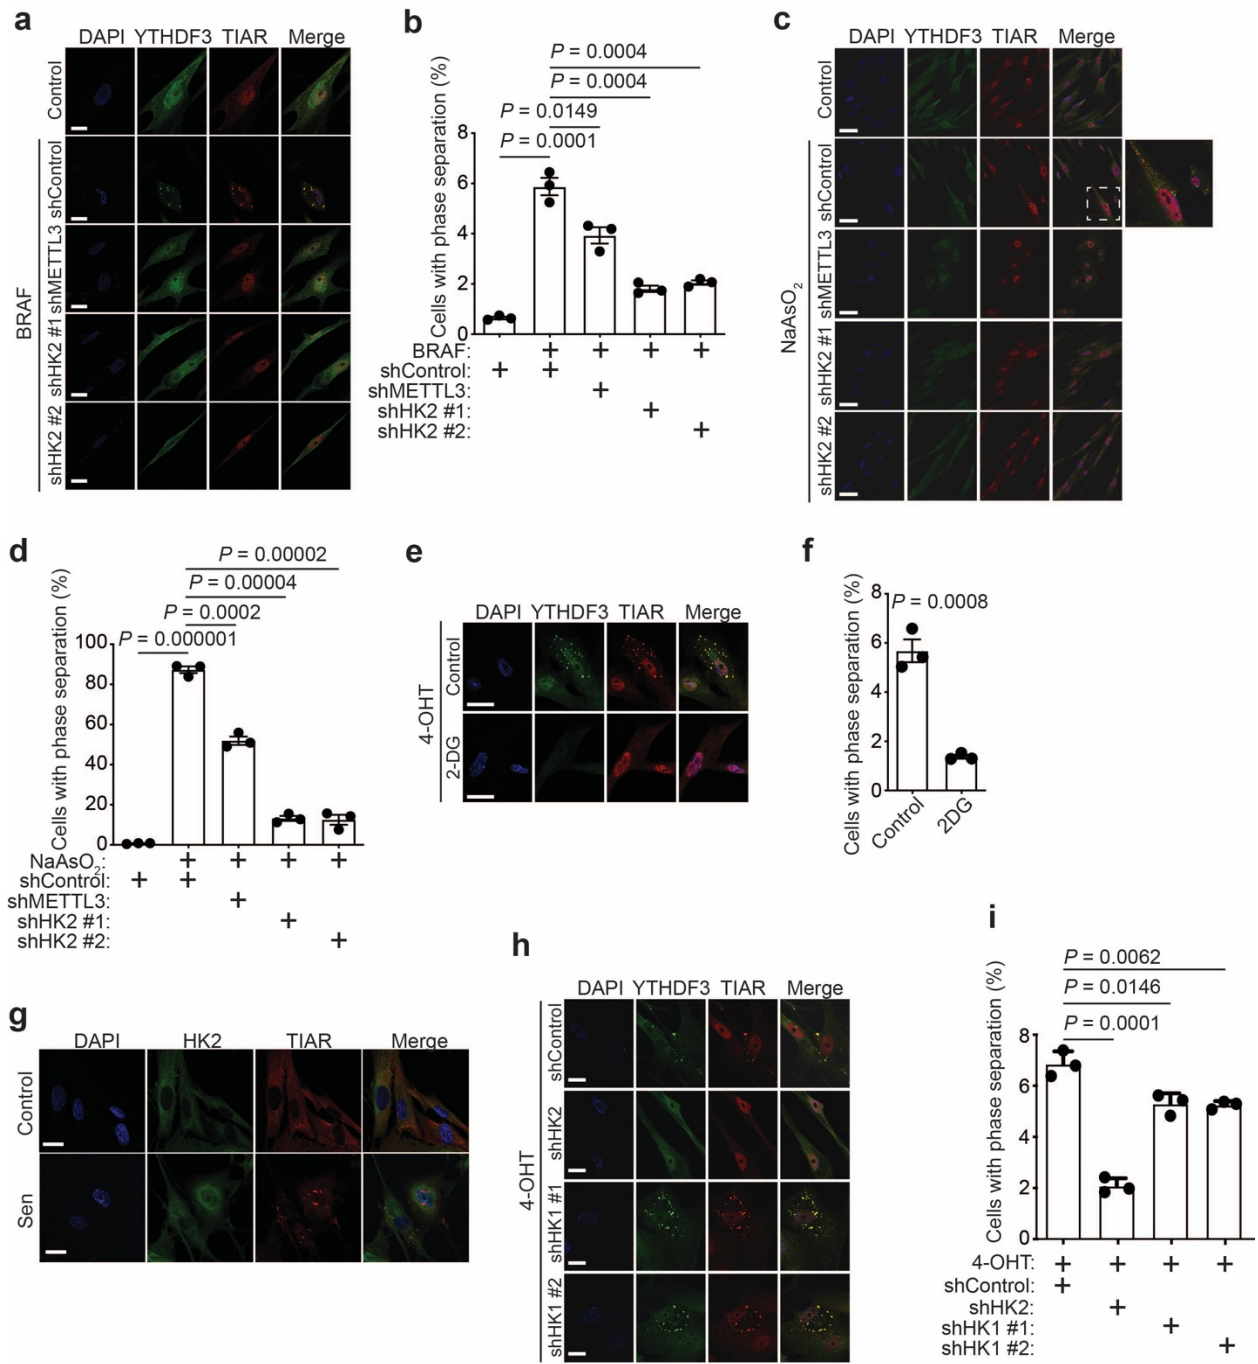

**Supplementary Fig. 6 | HK2 promotes phase separation in senescence.** **a**, IF of control and BRAF-induced senescent cells with antibodies targeting YTHDF3 and TIAR at indicated conditions. **b**, Quantification of the percentage of cells with phase separation events at indicated conditions was determined ( $n > 200$  cells over three independent experiments).  $P$  values were calculated using a two-tailed Student's  $t$ -test. Error bars represent mean with SD. **c**, IF of IMR90 cells with antibodies targeting YTHDF3 and TIAR with or without exposure of 0.5 mM NaAsO<sub>2</sub> for 30 min to induce oxidative stress at indicated conditions. Rectangle represented the area that was shown on the right with 4X magnification, showing cases of phase separation. **d**, Quantification of the percentage of cells with phase separation events at indicated conditions, as in **c**, was determined ( $n > 200$  cells over three independent experiments).  $P$  values were calculated using a two-tailed Student's  $t$ -test. Error bars represent mean with SD. **e**, IF of RAS-induced senescent cells with antibodies targeting YTHDF3 and TIAR when treated with solvent control and 10 mM 2-DG for 24 hrs. **f**, Quantification of the percentage of cells with phase separation events at indicated conditions, as in **e**, was determined ( $n > 200$  cells over three independent experiments).  $P$  values were calculated using a two-tailed Student's  $t$ -test. Error bars represent mean with SD. **g**, IF of proliferating and RAS-induced senescent cells with antibodies targeting HK2 and TIAR. **h**, IF of RAS-induced senescent cells with antibodies targeting YTHDF3 and TIAR with control shRNA (shControl), shRNA targeting HK2 (shHK2) and shRNA targeting HK1 (shHK1 #1 and shHK1 #2). **i**, Quantification of the percentage of cells with phase separation events at indicated conditions, as in **h**, was determined ( $n > 200$  cells over three independent experiments).  $P$  values were calculated using a two-tailed Student's  $t$ -test. Error bars represent mean with SD. DAPI counterstaining was used to visualize the nuclei (**a**, **c**, **e**, **g**, **h**). Scale bars, 20  $\mu$ m (**a**, **c**, **e**, **g**, **h**). Data represent mean  $\pm$  SD (**b**, **d**, **f**, **i**).  $P$  value was calculated using a two-tailed Student's  $t$ -test (**b**, **d**, **f**, **i**). Source data are provided as a Source Data file.

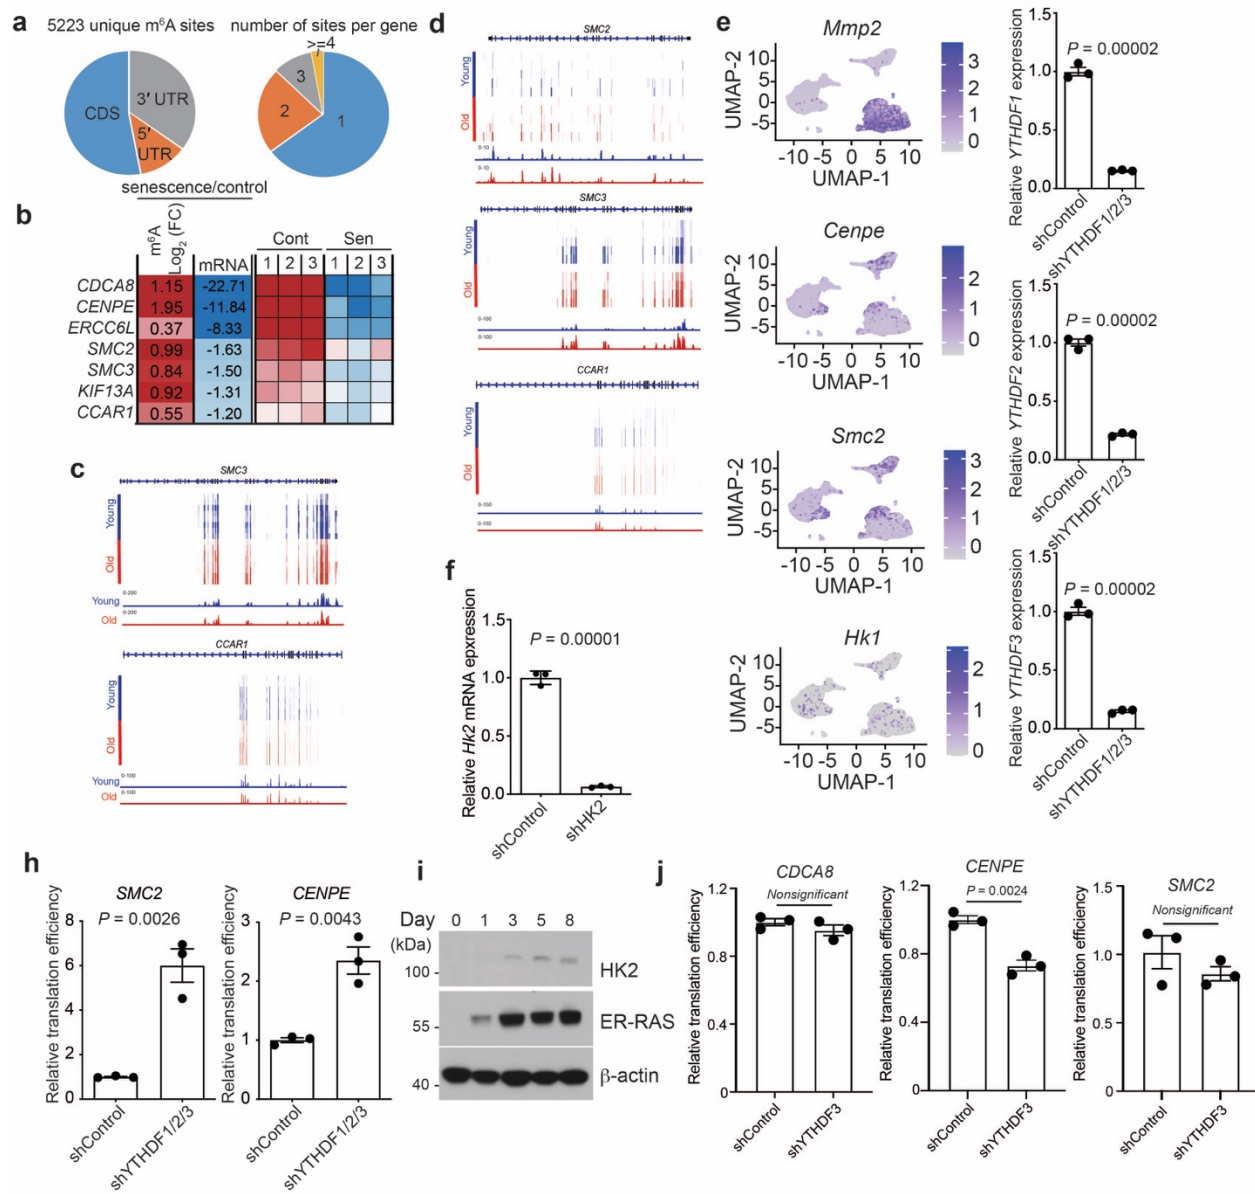

**Supplementary Fig. 7 | HK2 maintains stable growth arrest in senescence through sequestering cell-cycle related mRNAs containing polymethylated m<sup>6</sup>A signals.** **a**, The distribution of 5223 unique m<sup>6</sup>A sites among protein coding sequence (CDS), 5' untranslated region (5' UTR), and 3' untranslated region (3' UTR) in senescence were identified from the publicly available m<sup>6</sup>A-seq ([GSE141993](https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE141993)) [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE141993>]. Numbers of m<sup>6</sup>A peak signals was calculated for each gene. **b**, Heatmap reveals decreased gene expression of cell-cycle related genes including *CDCA8*, *CENPE*, *ERCC6L*, *SMC2*, *SMC3*, *KIF13A* and *CCAR1* in correspondence with its increased m<sup>6</sup>A signals in senescence versus control cells. Log<sub>2</sub>(FC), Log<sub>2</sub> (Fold Change). Red represents higher expression, while blue represents lower expression. **c-d**, Heatmap from publicly available m<sup>6</sup>A-seq [CRA005942 (<https://ngdc.cnbc.ac.cn/gsa/browse/CRA005942>)] revealed the distribution of the m<sup>6</sup>A peak signals of *SMC2*, *SMC3*, and *CCAR1* from young (n=8) and aged (n=8) liver tissues (**c**) or young (n=5) and aged (n=5) heart tissues (**d**) in primates. Representative tracks show the median m<sup>6</sup>A peak signals from either young or aged group. The m<sup>6</sup>A signal was normalized to the corresponding input. **e**, UMAP projection were shown by Feature Plots depicting *Mmp2*, *Cenpe*, *Smc2*, and *Hk1* expression in single cells. **f**, RT-qPCR analysis of the expression of *HK2* in senescent cells with control shRNA (shControl) and shRNAs targeting HK2 (shHK2). **g**, RT-qPCR analysis of the expression of *YTHDF1*, *YTHDF2*, and *YTHDF3* in senescent cells with control shRNA (shControl) and shRNAs targeting *YTHDF1*, *YTHDF2*, and *YTHDF3* (shYTHDF1/2/3). **h**, Translation efficiency of *SMC2* and *CENPE* was detected by polysome profiling in senescent cells with control shRNA (shControl) and shRNA targeting *YTHDF1*, *YTHDF2*, and *YTHDF3* (shYTHDF1/2/3). Translational efficiency is normalized to free mRNA level for each gene. **i**, Western blot of time course experiment showing the expression of *HK2* in 4-OHT induced senescence. **j**, Translation efficiency of *CDCA8*, *CENPE*, and *SMC2* was detected by polysome profiling with control shRNA (shControl) and shRNA targeting *YTHDF3* before *HK2* activation. Translational efficiency is normalized to free mRNA level for each gene. Data represent mean  $\pm$  SD of n=3 biologically independent experiments (**f**, **g**, **h**, **j**). *P* value was calculated using a two-tailed Student's *t*-test (**f**, **g**, **h**, **j**). Source data are provided as a Source Data file.

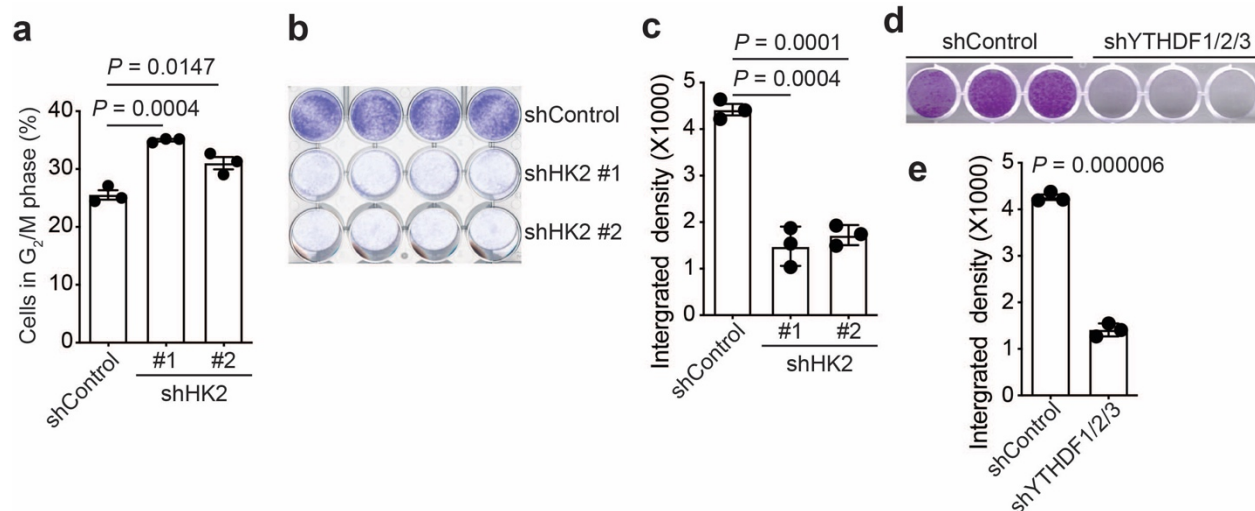

**Supplementary Fig. 8 | HK2 maintains stable cell growth arrest of senescent cells.**

**a**, Cell cycle analysis by flow cytometry was performed in senescent cells with control shRNA (shControl) and shRNA targeting HK2 (shHK2 #1 and shHK2 #2). **b-c**, Cell viability was monitored through staining with crystal violet (**b**) in senescent cells with control shRNA (shControl) and shRNA targeting HK2 (shHK2 #1 and shHK2 #2) and the intensities of staining, as in **b**, was quantified (**c**). **d-e**, Cell viability was monitored through staining with crystal violet in senescent cells with control shRNA (shControl) and shRNA targeting YTHDF1, YTHDF2, and YTHDF3 (shYTHDF1/2/3) and the intensities of staining, as in **d**, was quantified (**e**). Data represent mean  $\pm$  SD of  $n=3$  biologically independent experiments (**a**, **c**, **e**).  $P$  value was calculated using a two-tailed Student's  $t$ -test (**a**, **c**, **e**). Source data are provided as a Source Data file.

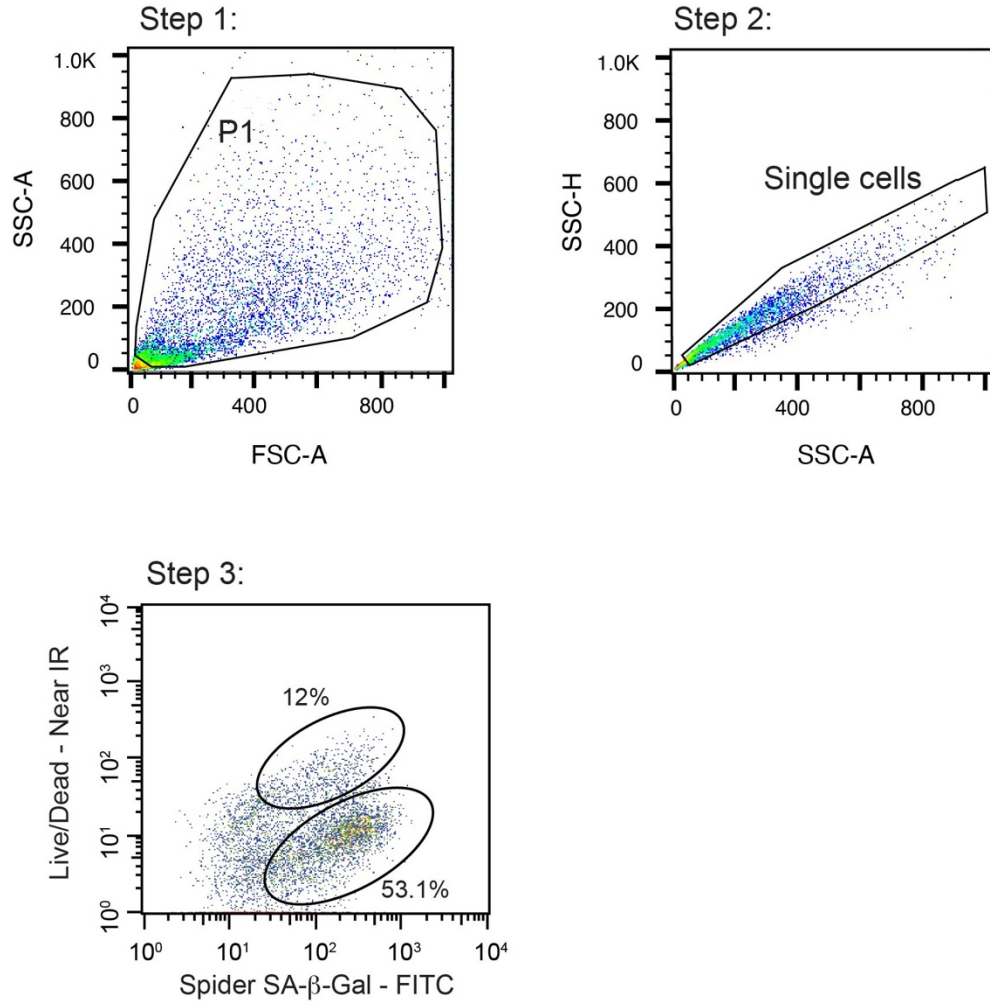

**Supplementary Fig. 9 | Gating strategy used to identify live or dead senescent cells based on Spider SA-  $\beta$ -Gal staining.**

# Supplementary material for: METTL3-mediated chromatin contacts promote stress granule phase separation through metabolic reprogramming during senescence
**Source:** Nat Commun. 2024 Jun 26;15:5410. doi: 10.1038/s41467-024-49745-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1** List of primers used in the current study.

**Supplementary Data 2** Spectral data for metabolomics identified in isotope tracing experiments.

# Supplementary material for: METTL3-mediated chromatin contacts promote stress granule phase separation through metabolic reprogramming during senescence
**Source:** Nat Commun. 2024 Jun 26;15:5410. doi: 10.1038/s41467-024-49745-5
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | The amplification signal of qPCR data was acquired by QuantStudio™ Software V1.3.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Data analysis   | Prism 9.2.0 was used for calculating p values. HiC-Pro 3.1.0 was used to align the reads to the hg19 human genome, hicchipper 0.7.7 were used for loop calling. Bowtie2 2.2.9 was used for genome alignment. Deeptools 3.3.1 was used for the generation of bigwig files. HOMER 4.10 was used for RPKM calculation. R 4.2.0 was used to generate mean density profiles. DEseq2 1.12.3 was used for estimation of the significance of differential gene expression among groups. NIH ImageJ 1.48v was used for image analysis. All codes are available from the corresponding author on reasonable request. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

HiChIP-seq, fastGRO-seq, KAS-seq, ATAC-seq, and RNA-seq data and processed files generated in this study have been deposited in the GEO under the accession number GSE243047 (HiChIP-seq, fastGRO-seq and KAS-seq, [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE243047>]), GSE243630 (ATAC-seq, [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE243630>]), and GSE243906 (RNA-seq, [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE243906>]). In addition, publicly available dataset such as H3K27Ac ChIP-seq (GSE74328 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE74328>]), METTL3 and METTL14 Cut&Run-seq (GSE141992 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE141992>]), senescent m6A-seq (GSE141993 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE141993>]), primate m6A-seq (CRA005942 [<https://ngdc.cncb.ac.cn/gsa/browse/CRA005942>]), senescent RNA-seq (GSE141994 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE141994>]), mouse skeletal muscle tissue scRNA-seq (GSE197017 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE197017>]), and Hi-C (GSE118494 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE118494>]) were obtained from GEO. Metabolomics raw data has been deposited to Metabolomics Workbench (study\_id: ST003182 [<http://dx.doi.org/10.21228/M8NQ82>]). Spectral data for metabolomics can be found in Supplementary Data 2. Source data for unprocessed immunoblots for Fig. 3d, 3f, 4a, and Supplementary Fig. 1d and source data used for statistical analyses have been provided as Source data files.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender N/A

Reporting on race, ethnicity, or other socially relevant groupings N/A

Population characteristics N/A

Recruitment N/A

Ethics oversight N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For in vivo experiments, the sample size was estimated based on results from in vitro experiments and our previous experience with consideration of both sufficient statistical power and ethical use of animals. No statistical test was used to pre-determine the sample sizes. |
| Data exclusions | There was no exclusion from the experiments.                                                                                                                                                                                                                                      |
| Replication     | Experiments were repeated 3 times independently unless otherwise stated in figure legends and similar results were obtained.                                                                                                                                                      |
| Randomization   | Experiments were all randomized.                                                                                                                                                                                                                                                  |
| Blinding        | The investigators were blinded to group allocation during data collection.                                                                                                                                                                                                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | For HiChIP: anti-H3K27Ac (Abeam #4729); anti-METTL3 (Abeam #195352). For immunofluorescence, anti-YTHDF1 (Proteintech, #17479-1-AP; 1:150); anti-YTHDF2 (Abeam, #245129 ; 1:150); anti-YTHDF3 (Proteintech, #25537-1-AP; 1:150); anti-TIAR (BD biosciences, #610352; 1:150); Alexa Fluor 488 conjugated Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody (Thermo, A-11008; 1:200);, Alexa Fluor 568 conjugated Goat anti-Mouse IgG (H+L) Cross-Adsorbed Secondary Antibody (Thermo, A11004; 1:200). For western blots: anti-RAS (Becton Dickinson, # 610001; 1:1,000); anti-p21(Abeam, # 7960; 1:1,000); anti- $\beta$ -actin (CST#4967; 1:5,000); anti-METTL3 (Abeam # 195352; 1:1,000); anti-METTL14 (Sigma, #HPA038002; 1:1,000); anti-HK2 (abeam, #209847; 1:1,000), and anti-Flag (Sigma, #F1804; 1:2,000).                     |
| Validation      | All antibodies were purchased from commercial vendors with validation information be available on the manufacturers' website. In addition, the validity of using anti-H3K27Ac and anti-METTL3 antibodies for ChIP-seq has been confirmed in studies referenced in Cancer Discov. 2016 Jun;6(6):612-29 and Nature Cell Biology volume 23, pages 355–365 (2021). Likewise, the suitability of anti-YTHDF1, anti-YTHDF2, anti-YTHDF3, and anti-TIAR antibodies for immunofluorescence has been verified in Nature Chemical Biology volume 16, pages 955–963 (2020). Additionally, the effectiveness of anti-RAS, anti-p21, anti- $\beta$ -actin, anti-METTL3, anti-METTL14, anti-HK2, and anti-Flag antibodies for Western blotting has been established in Nature Cell Biology volume 23, pages 355–365 (2021) or accompanied with knockdown data. |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                             |
|-------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | IMR90 cells were obtained from ATCC. 293T packaging cells were purchased from invitrogen. Phoenix packaging cells were obtained from Dr. Gary Nolan (Stanford University). Mouse NIH3T3 fibroblasts were obtained from Dr. Bin Tian (The Wistar Institute). |
| Authentication                                                    | Cell lines were re-authenticated by The Wistar Institute's Genomics Facility using short tandem repeat profiling using AmpFLSTR Identifier PCR Amplification kit (Life Technologies).                                                                       |
| Mycoplasma contamination                                          | Regular Mycoplasma testing was performed using Lookout Mycoplasma PCR detection (Sigma). All cell lines used were tested negative for mycoplasma contamination.                                                                                             |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No cell lines used in this study were found in the database of commonly misidentified cell lines that is maintained by ICLAC and NCBI Biosample.                                                                                                            |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                         |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Male young C57BL/6N (5-month old) and male aged C57BL/6J (21-month old) mice were obtained from Charles River facility. The mice were housed in a controlled environment with a 12-hour light/dark cycle, while the ambient temperature was maintained at 22–23°C with 40–60% humidity. |
| Wild animals            | No wild animals were used in the study.                                                                                                                                                                                                                                                 |
| Reporting on sex        | Male mice were obtained from Charles River facility.                                                                                                                                                                                                                                    |
| Field-collected samples | No field-collected samples were used.                                                                                                                                                                                                                                                   |
| Ethics oversight        | All procedures were performed by protocols and guidelines approved by the Institutional Animal Care and Use Committee (IACUC) at the Sanford Burnham Prebys (SBP) Medical Discovery Institute.                                                                                          |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|--------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE243047">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE243047</a> .                                                                                                                                                                                                                                                                                                                     |
| Files in database submission                                       | GSM7777865_H3K27Ac_HiChIP_proliferating.interactions.all.mango.txt.gz<br>GSM7777866_H3K27Ac_HiChIP_senescent_shcontrol.interactions.all.mango.txt.gz<br>GSM7777867_H3K27Ac_HiChIP_senescent_shMETTL3.interactions.all.mango.txt.gz<br>GSM7777868_H3K27Ac_HiChIP_senescent_shMETTL14.interactions.all.mango.txt.gz<br>GSM7777869_METTL3_HiChIP_proliferating.interactions.all.mango.txt.gz<br>GSM7777870_METTL3_HiChIP_senescent.interactions.all.mango.txt.gz |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | NA                                                                                                                                                                                                                                                                                                                                                                                                                                                            |

### Methodology

|                         |                                                                                                                                                                                                                                                                                           |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | Experiments were performed with single replicate.                                                                                                                                                                                                                                         |
| Sequencing depth        | Aligned reads for H3K27Ac HiChIP were 29520171, 32575828, 40904862, 61554611 for Control, Sen/shControl, Sen/shMETTL3 and Sen/shMETTL14 respectively. Valid intra-chromosomal paired-end tags (PETs) from METTL3 HiChIP were 48244038, 45505539 for Control and Senescence, respectively. |
| Antibodies              | For HiChIP: anti-H3K27Ac (Abeam #4729); anti-METTL3 (Abeam #195352).                                                                                                                                                                                                                      |
| Peak calling parameters | hichipper 0.7.7 were used for loop calling with default parameters and with --peak-pad 700.                                                                                                                                                                                               |
| Data quality            | Loops that passed FDR < 0.01 with at least 4 reads and FDR < 0.05 were considered significant for H3K27Ac HiChIP and METTL3 HiChIP, respectively.                                                                                                                                         |
| Software                | HiC-Pro 3.1.0 was used to align the reads to the hg19 human genome. hichipper 0.7.7 were used for loop calling.                                                                                                                                                                           |

## Flow Cytometry

### Plots

- Confirm that:
- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
  - ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
  - ☒ All plots are contour plots with outliers or pseudocolor plots.
  - ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                                                                                                                                                                                                                                        |
|--------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | Samples were prepared as instructed by the manufacturers' manual. Briefly, 5X10A5 cells of each sample were washed with Hanks' HEPES buffer twice and incubate at 37°C for 15 min with 1 mol/l SPiDER -gal working solution. Following the incubation, LIVE/DEAD™ Fixable Near-IR Dead Cell Stain Kit (ThermoFisher L34975) was used to stain live or dead cells at RT |
|--------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

|                           |                                                                                                                                                                                       |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                           | for 15 min with protection from light.                                                                                                                                                |
| Instrument                | BD Biosciences, LSRII                                                                                                                                                                 |
| Software                  | FlowJo version 10.0                                                                                                                                                                   |
| Cell population abundance | Senescent cells accounts for ~65% events for each senescent group.                                                                                                                    |
| Gating strategy           | Gating was initially performed using FSC/SSC to identify live cells, followed by the removal of duplicate cells (SSC-A/SSC-H), and subsequent channel detection for FITC and Near-IR. |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

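Nascent RNA was measured by fastGRO-seq in IMR90 ER:RAS cells in 4 groups of 2 libraries: control cells, and cells made senescent with 100 nM 4-OHT and harvested on day 6 that carried shControl, shMETTL3 or shMETTL14. The authors aligned the reads to hg19, and the deposited values are raw counts of reads over whole gene bodies, introns included, made with HOMER, without normalization and with replicates kept apart. The authors also give the length in bases of each counted gene, from which RPKM was computed here to rank genes by expression.

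Genes were compared with edgeR 4.0.16 in R 4.3.3. Counts of all 8 libraries were normalized by TMM, genes were kept by filterByExpr with a minimum count of 10, and a single quasi-likelihood fit over the 4 groups gave each contrast. A gene was called at a Benjamini-Hochberg adjusted p-value below 0.05. Of 27945 genes, 6423 had no count in any library and 12844 were tested. Rows without a gene name did not occur. Library totals ranged from 14897360 to 20306299, but ribosomal RNA rows took a median of 90.2% of them, so 1513930 to 2048475 counts per library lay on other genes. Where all libraries of a group had at most 3 counts for a gene, the fold is given as a lower bound against 3 counts. Medians of gene lists are also given with such genes at their bound.

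The tests were tried on simulated data. Counts were drawn from the means and library sizes of these libraries with 200 genes changed by 1 on the log2 scale. Over 12361 genes tested, edgeR called 196 of the changed genes in the right direction and 7 unchanged genes, and DESeq2 called 192 and 3. To see what shared libraries give, 50 data sets were simulated in which the knockdown groups had the means of senescent shControl cells, and 50 in which all groups had the same mean. In both, each gene had the same spread in all groups, while the replicates here differed in spread between groups. Where the knockdowns had no effect, 4236 to 4441 genes were called in senescence, against 3413 observed.

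The groups, tests, lists and first set of alternatives were chosen before the data were examined. The alternatives were DESeq2 1.42.0 with its size factors, library size alone or upper quartile normalization, no filter or at least 10 counts in every library, fits of only the groups compared, replicate number as a block, no small RNA genes, an adjusted p below 0.01, an absolute log2 fold change of at least 1, other rankings of the highest expressed genes, and each library left out in turn. Alternatives added after seeing the data were the removal or merging of ribosomal RNA rows, library size without these rows, protein-coding genes alone, offsets for gene length and GC content (lowess span 0.3), contact changes without log10, and DESeq2 together with a log2 fold change of at least 1. GC content was known for 99.7% of the genes tested. Among the 40 highest expressed rows only 19 had a GC value, so a check of that list on GC content is void and is not given. Gene sets were tested with camera and fry in limma 3.58.1, and overlaps of genes were found with GenomicRanges 1.54.1. Plots were drawn with matplotlib 3.10.9.

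The genes named are METTL3 and METTL14, the genes the paper names for its fastGRO-seq, genes it names in other assays, the 5 highest expressed genes, and in each comparison the 3 largest rises and 3 largest falls among called genes with a mean of at least 100 counts that changed the same way in every pairing of libraries. A gene covered by this rule is not reported here. SLCO5A1, ANKRD30BL, PTGS1 and the pairs of overlapping genes were chosen after their values were seen. HiChIP, KAS-seq and ChIP-seq were not analysed here, and the Drosophila spike-in was not used here, so a change shared by all genes would not be seen. The contact changes of Fig. 1g are the paper's values, given as log10 of a difference in contacts. With 2 libraries per group, no rank or permutation test on single genes could pass the threshold.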

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

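All tests in this part were chosen only after the result was seen.

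The effects of the METTL3 and METTL14 knockdowns differed. A direct test between the senescent shMETTL14 and shMETTL3 libraries called 4517 genes (edgeR, adjusted p below 0.05), which is 35.2% of those tested, with 2118 higher and 2399 lower after METTL14 knockdown. In 50 simulated data sets without knockdown effects the largest count was 2. Differences between these libraries went with gene length (Spearman's rho -0.326 across genes) and GC content (0.374). With each library corrected for its length trend 3272 of the 4517 genes (72.4%) were still called in the same direction, and with a correction for GC content 3312 were (73.3%), so neither trend alone accounts for the whole difference. Normalization does not account for it either, since the smaller direction held at least 1177 genes under every normalization tried. The paper places both proteins in one complex. Different effects of the shRNAs on other transcripts, different functions of the proteins and a difference in how the cultures were handled all stay open, since each knockdown is a separate pair of cultures, and none was tested.

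A group of 65 genes went the opposite way to the list the paper follows, lower in senescence and higher after both knockdowns. In 50 simulated data sets without knockdown effects the largest count was 0, while at an unadjusted p below 0.05 in all 3 comparisons 20 to 45 simulated genes met the rule against 169 observed. Under the normalizations tried the smallest count was 37. At the spread simulated, which was the same in all groups, shared libraries do not account for the group. Nor does normalization account for it. A possible biological explanation is repression in senescence that needs the complex, and it was not tested further.

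A further 137 genes were lower in senescence and lower still after both knockdowns. The largest simulated count was 0, with up to 8 simulated genes against 237 observed at an unadjusted p below 0.05. Shared libraries push the senescence and knockdown effects in opposite directions, so low simulated counts follow from the design and are no test. The smallest count under the normalizations tried was 61. One candidate explanation is that a share of cells in the senescent shControl cultures had not entered senescence. Of the 137 genes, 78 changed by at least 1 on the log2 scale in each comparison, and 64 of these (82.1%) were higher in senescent shControl replicate 2 than in replicate 1, against 49.7% of all tested genes. Their median level was 21.6% of control in replicate 1 and 30.6% in replicate 2, and 6.1% and 4.8% after METTL3 and METTL14 knockdown. The most strongly lowered of 1873 well-counted genes, MRVI1 in replicate 1 at 11.4% of control and CLDN11 in replicate 2 at 20.4%, limit the share of such cells. Both genes are among the 78, so they were left out of the count that follows. With shares that large taken out, 16 of the 18 other genes with a mean of at least 50 senescent counts no longer exceeded both knockdown groups by 2-fold, and CEMIP and PTGS1 still did. With the limits set by genes outside the 137 (SGCZ, at 13.5% and 25.0% of control), 19 of 20 genes no longer did and CEMIP still did. Apart from CEMIP, fewer expressing cells and less expression per cell cannot be told apart, because both give the same counts.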

How the results depend on the processing

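The offsets for gene length and GC content, the handling of ribosomal RNA, the contact differences without log10 and the pairing of DESeq2 with a fold minimum were chosen only after the result was seen. The changes of HK2 kept their direction and stayed past the threshold under every alternative that gives a test, and so did the direction of each median of the 38 genes.

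Normalization by library size alone moved several results. It gave 752 genes higher and 5015 lower in senescence, 353 lower and 5287 higher after METTL3 knockdown, 709 lower and 3163 higher after METTL14 knockdown, and 48 genes in the 3-way overlap, all 48 among the 200. It put the median log2 fold change of all genes at -0.53 in senescence, 0.58 after METTL3 knockdown and 0.35 after METTL14 knockdown, against -0.034, -0.034 and -4.9e-05 with TMM, and the share of calls that were higher was 13.0%, 93.7% and 81.7% against 50.1%, 52.3% and 43.2% with TMM. Between the knockdowns the median was -0.25 against 0.012 and the share 25.2% against 46.9%. The medians of the 38 genes were 4.25, -1.86 and -2.02, and those of the 40 highest expressed genes -0.079 and -0.022. METTL3 changed sign in senescence (-0.46) and after METTL14 knockdown (0.25), as did CDKN1A (0.33), HK1 (0.12) and CCAR1 (0.60) after METTL3 knockdown, CCAR1 in senescence (-0.45) and ERCC6L after METTL14 knockdown (0.28). Library size without ribosomal RNA rows gave medians of -2.58 and -2.27 for the 38 genes after the knockdowns, a METTL3 change of -0.064 and a CCAR1 change of -0.054 in senescence, an ERCC6L change of 0.032 after METTL14 knockdown, and 39.8%, 38.9%, 56.7% and 66.0% higher calls in senescence, after METTL3 knockdown, after METTL14 knockdown and between the knockdowns, where the median of all genes was -0.14, -0.15, 0.097 and 0.22. With upper quartile normalization METTL3 changed by -0.013 and CCAR1 by -0.0059 in senescence. CCAR1 after METTL3 knockdown changed by 0.0061 with DESeq2 and 0.0037 without ribosomal RNA rows, against -0.015. Apart from the ribosomal share of the totals, the cause was not tested.

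DESeq2 called 908 genes lower in senescence, 727 lower and 971 higher after METTL3 knockdown, 951 lower and 568 higher after METTL14 knockdown, 114 in the 3-way overlap and 2919 between the knockdowns, and the 38 genes lay 2.80 above control after METTL14 knockdown. The cause was not tested. A stricter threshold calls fewer genes by construction. At an adjusted p below 0.01 there were 1045 lower in senescence, 788 lower and 964 higher after METTL3 knockdown, 945 lower and 626 higher after METTL14 knockdown, 107 in the overlap and 2996 between the knockdowns. With an absolute log2 fold change of at least 1 there were 885 higher and 915 lower in senescence, 688 lower and 595 higher after METTL3 knockdown, 750 lower and 516 higher after METTL14 knockdown, 58 in the overlap and 2200 between the knockdowns. DESeq2 with that minimum gave 780 and 562 in senescence, 402 lower and 428 higher after METTL3 knockdown, 543 lower and 300 higher after METTL14 knockdown, 43 in the overlap and 1666 between the knockdowns.

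With at least 10 counts in every library, 15 of the 38 genes were tested and all 15 passed, with medians of 2.90, -1.79 and -1.56, and 1.02 and 1.00 against control after the knockdowns. This filter removes genes that are nearly silent in control cells, so fewer genes were tested. With an offset for gene length the median of the 38 genes after METTL3 knockdown was -2.29 and that of the 40 highest expressed genes -0.44. With an offset for GC content the median of the 38 genes after METTL14 knockdown was -2.29, and CDKN1A changed by 0.013 and SMC2 by -0.050 after METTL3 knockdown. The cause was not tested.

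The 40 highest expressed genes depended on how they were chosen. Their median after METTL3 knockdown was -0.50 when ranked over the 6 senescent libraries, -0.47 over the 100 highest and -0.042 with ribosomal RNA as 1 row. After METTL14 knockdown it was -0.55 over protein-coding genes and 0.0034 with ribosomal RNA as 1 row. The correlation of the senescence and knockdown effects over all genes changed sign, to 0.0972 for METTL3 and 0.110 for METTL14, with senescent shControl replicate 1 in one effect and replicate 2 in the other.

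Leaving out each library in turn gave medians of the 38 genes from 4.57 to 4.74 in senescence, -2.56 to -2.37 after METTL3 knockdown and -2.50 to -2.34 after METTL14 knockdown, and from 2.16 to 2.47 and 2.50 to 2.81 against control. The 40 highest expressed genes ranged from -0.82 to -0.60 and -0.51 to -0.31, and r for Fig. 1g from 0.726 to 0.775. With the contact differences themselves in place of their log10, r was 0.622, since r depends on the scale. Same-numbered libraries did not deviate together (correlations from -0.0435 to 0.0770), so the numbers do not pair them. With replicate number as a block there were 1731 genes higher and 1673 lower in senescence, 1564 higher and 1445 lower after METTL3 knockdown, 1168 higher and 1530 lower after METTL14 knockdown, and 196 in the overlap, 188 of them among the 200. Among other results, 13 became weaker, 11 stronger, 42 moved and 16 reversed of 1014 comparisons. Depth limits METTL14, whose fall after its own knockdown rests on 14 to 28 counts, and the 14 genes of the 38 with under 100 counts.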

Differences from the paper's values

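Apart from the set tests given below with ribosomal RNA counted as 1 row, no tests were run for this part. The number of genes higher in senescence and lower after both knockdowns was 200, against the paper's 38. Of the alternatives set before the data were examined, library size alone gave 48, within 1.5 times the paper's number, and the others did not. DESeq2 together with an absolute log2 fold change of at least 1, chosen after seeing the values, gave 43.

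In senescence 1711 genes were higher against about 650 in Fig. 1d, read by eye. Of the alternatives set before the data were examined, library size alone (752) and a log2 fold change of at least 1 (885) came within 1.5 times of it, and DESeq2 with a log2 fold change of at least 1, chosen after seeing the values, gave 780. After METTL3 knockdown 1434 genes were lower against about 250 in Fig. 1d, read by eye, and library size alone (353) came within 1.5 times. DESeq2 with a log2 fold change of at least 1, chosen after seeing the values, did not. After METTL14 knockdown 1545 were lower against about 450 in Fig. 1d, read by eye. None of the alternatives set before the data were examined closed that gap, and DESeq2 with a log2 fold change of at least 1, chosen after seeing the values, gave 543.

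The paper's source data for Fig. 1g give a change of 2.16 for HK2 and 1.84 for ANPEP, against log2 fold changes of 3.46 and 2.93 here. Read as natural logs, a reading chosen after seeing the values, the paper's values are 3.12 and 2.65 on the log2 scale, near the positions of about 3.1 and about 2.6 plotted in Fig. 1g, read by eye. The values here are 2.40 and 2.03 as natural logs. On that scale HK2 falls within the paper's value with library size alone (2.05), without control replicate 2 and without senescent shControl replicate 1, while no alternative closed the gap for ANPEP. Without the natural-log reading, the paper's values for CXCL8, PTGS2 and IL11 (7.00, 6.53 and 4.56) lie near the log2 fold changes here (7.12, 6.67 and 4.73). The natural-log reading would therefore apply to only some of the genes in the same source data. For CHST2 the paper's value is 4.17 against 4.46 here. The difference exceeds the replicate SD of 0.025, which reflects 5 counts in each control library, and is smaller than the standard error of 0.38. None of the alternatives set before the data were examined came within that SD, and library size alone gave 3.97, on the other side of the paper's value.

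The paper states that knockdown of METTL3 or METTL14 left the 40 highest expressed genes unaffected. Their median log2 fold change here was -0.69 after METTL3 knockdown and -0.37 after METTL14 knockdown. With library size alone it was -0.079 and -0.022. That was nearly fixed in advance, as 21 of the 40 are ribosomal RNA rows, which make up most of each total. Among choices made after seeing the data, the medians were -0.68 and -0.55 over the 40 highest protein-coding genes. They were -0.62 and -0.44 without ribosomal and small RNA genes, and -0.042 and 0.0034 with ribosomal RNA counted as 1 row. Of the 40 rows of that set, 17 were small RNA genes. In that last set 28 and 23 of the 40 passed the threshold, with median absolute changes of 0.656 and 0.556, and the set moved down in camera with its preset correlation (p = 7.5e-05 and 0.0035) and fry (p = 0.024 and 0.048) and not with an estimated correlation (p = 0.15 and 0.27). The legend of Fig. 1e gives 40 genes where the text gives 38.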

Other observations

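Apart from the shared-library tests of the 200 genes and of the senescence correlations, and the normalization and held-out tests of the 38 genes, the tests in this part were chosen only after the result was seen.

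For the 200 genes higher in senescence and lower after both knockdowns, simulated data sets without knockdown effects gave at most 1. In those data sets at most 3 genes passed the adjusted threshold after METTL3 knockdown, so that count says little about shared libraries. At an unadjusted p below 0.05 in all 3 comparisons there were 308 such genes against at most 41 simulated. At the spread simulated, the senescent shControl libraries that all 3 comparisons share do not account for the group as a whole. The simulation gave all groups the same spread, unlike these libraries, and called 4236 to 4441 genes in senescence against 3413 observed. The effects of the knockdowns correlated across genes with r = 0.362, below the 0.502 to 0.551 that shared libraries alone gave in simulation. With a different senescent shControl library in each effect r was 0.227 and 0.219, against -0.0489 to 0.0258 simulated. Shared libraries therefore do not account for the whole correlation, while 324 genes were higher and 484 lower after both knockdowns, and 250 moved in opposite directions. Over all genes the senescence effect correlated weakly with the METTL3 and METTL14 effects (r = -0.0733 and -0.0560), closer to 0 than the -0.221 to -0.162 simulated. With separate libraries it was 0.0972 and 0.110 under one assignment and -0.0778 and -0.0575 under the other, so a reversal across all genes and the effect of shared libraries cannot be told apart.

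Technical explanations for the fall of the 38 genes were weighed. The smallest median fall under the normalizations tried was -1.86. Corrected for length or GC trends it was -2.29 in each case, and in genes that share under 5% of their span it was -2.41. Choice of genes for high values in senescent shControl cells was tested by choosing genes on replicate 1 (47 genes, 30 of the 38 among them) or replicate 2 (33 genes, 28 of the 38) and measuring the other replicate, where all 47 and all 33 kept the 3 directions and the smallest median fall was -1.29. None of these accounts for the fall as a whole. Regulation by the complex remains a hypothesis, found and tested on the same libraries, and the spike-in that would show a change shared by all genes was not used here.

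If reads are counted on both strands, an outer gene never has fewer counts than a gene nested inside it. In 299 of 299 nested pairs on opposite strands this held in every library. Some overlapping genes had near-equal counts. MMP1 had 97.0% of the counts of WTAPP1 on the opposite strand, and TIMP1 had 99.7% of those of SYN1. No biological explanation was tested. In shMETTL3 replicate 2, SLCO5A1 had 6693 counts against 349 in replicate 1, a 17.7-fold difference after normalization, so its log2 fold change of 2.52 rests on 1 library. The neighboring genes within 1000 kb had ratios up to 1.21, which argues against a change over the whole region. ANKRD30BL differed 8.79-fold between the same libraries, and the source of these reads stays open.

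Values for genes that the paper names in other assays are given without explanation. HK1 changed by 0.66 in senescence (edgeR, adjusted p = 0.0028), -0.50 after METTL3 knockdown (adjusted p = 0.026) and 0.39 after METTL14 knockdown (adjusted p = 0.068), and each of these calls depended on the setting. Over the alternatives the adjusted p-values ranged from 1.4e-06 to 0.51, from 0.0025 to 0.65 and from 0.0011 to 0.24. With library size alone the changes were 0.16, 0.12 and 0.76. The change after METTL14 knockdown was 0.097 without shMETTL14 replicate 1 and 0.62 without replicate 2. HK3 had too few counts to be tested. CDKN1A rose by 1.12 in senescence (edgeR, adjusted p = 1.1e-06), with -0.28 after METTL3 knockdown (adjusted p = 0.17) and 1.01 after METTL14 knockdown (adjusted p = 6.5e-06). The value after METTL3 knockdown ranged from -0.48 to -0.13 with a library left out, and its sign changed with library size alone (0.33) and an offset for GC content (0.013). CCNA2 had 23 and 14 counts in control cells, 6 and 10 with shControl, 3 and 5 with shMETTL3 and 0 and 2 with shMETTL14, where it was at least 2.96-fold lower than with shControl (edgeR, adjusted p = 0.023). CENPE fell by 1.84 in senescence and SMC2 fell by 1.24. The value for CENPE was -2.59 without senescent shControl replicate 2 and -1.34 without replicate 1. CDCA8 and ERCC6L did not pass the threshold in senescence (edgeR, adjusted p = 0.067 and 0.095), but did with library size alone and in a fit of only the groups compared, with adjusted p-values from 0.0091 to 0.33 and from 0.0062 to 0.31 over the alternatives. CDCA8 also passed with library size alone without ribosomal RNA rows. CCAR1 changed by 0.048 in senescence, with a sign that depended on normalization, and by -0.71 after METTL14 knockdown (edgeR, adjusted p = 0.0012, and 0.00025 to 0.17 over the alternatives, the highest with library size alone). CDKN1A shares 8.73% of its span with DINOL, CCNA2 7.64% with EXOSC9, and ERCC6L lies wholly inside PIN4.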
